# A novel role for Ascl1 in the regulation of mesendoderm formation via HDAC-dependent antagonism of VegT

**DOI:** 10.1242/dev.126292

**Published:** 2016-02-01

**Authors:** Li Gao, Xuechen Zhu, Geng Chen, Xin Ma, Yan Zhang, Aftab A. Khand, Huijuan Shi, Fei Gu, Hao Lin, Yuemeng Chen, Haiyan Zhang, Lei He, Qinghua Tao

**Keywords:** Ascl1, Transcriptional repressor, HDAC1, Mesendoderm, VegT, *Xenopus*

## Abstract

Maternally expressed proteins function in vertebrates to establish the major body axes of the embryo and to establish a pre-pattern that sets the stage for later-acting zygotic signals. This pre-patterning drives the propensity of *Xenopus* animal cap cells to adopt neural fates under various experimental conditions. Previous studies found that the maternally expressed transcription factor, encoded by the *Xenopus* achaete scute-like gene *ascl1*, is enriched at the animal pole. Asc1l is a bHLH protein involved in neural development, but its maternal function has not been studied. Here, we performed a series of gain- and loss-of-function experiments on maternal *ascl1*, and present three novel findings. First, Ascl1 is a repressor of mesendoderm induced by VegT, but not of Nodal-induced mesendoderm. Second, a previously uncharacterized N-terminal domain of Ascl1 interacts with HDAC1 to inhibit mesendoderm gene expression. This N-terminal domain is dispensable for its neurogenic function, indicating that Ascl1 acts by different mechanisms at different times. Ascl1-mediated repression of mesendoderm genes was dependent on HDAC activity and accompanied by histone deacetylation in the promoter regions of VegT targets. Finally, maternal Ascl1 is required for animal cap cells to retain their competence to adopt neural fates. These results establish maternal Asc1l as a key factor in establishing pre-patterning of the early embryo, acting in opposition to VegT and biasing the animal pole to adopt neural fates. The data presented here significantly extend our understanding of early embryonic pattern formation.

## Abstract (precis)

**Summary:** The proneural factor ASCL1 recruits HDAC1 to repress VegT-induced, but not Nodal-induced, mesendoderm formation via a previously uncharacterized N-terminal domain.

## INTRODUCTION

Maternal factors play essential roles in coordinating embryonic cell fates in time and space. In *Xenopus laevis*, VegT and Wnt11b (formerly known as Wnt11) represent two distinct types of maternal activities that are essential for early pattern formation (Heasman, 2006). VegT pre-patterns mesendoderm in the subequatorial zone, whereas Wnt11b initiates a β-catenin dependent signalling pathway to establish the embryonic dorsal-ventral asymmetry (Cha et al., 2008; Tao et al., 2005; Zhang et al., 1998). Studies of the regulation of signalling through VegT and Wnt11b pathways have advanced our understanding of molecular mechanisms underlying early vertebrate embryogenesis.

VegT encodes a transcription factor in the T-box gene family (Horb and Thomsen, 1997; Lustig et al., 1996; Stennard et al., 1996; Zhang and King, 1996). VegT activates expression of the zygotic mesendoderm inducers in the TGF-β/Nodal family and a list of conserved mesendodermal lineage genes such as Mix-like factors (Heasman, 2006; Taverner et al., 2005; Xanthos et al., 2001; Yasuo and Lemaire, 1999). The control of the Nodal/Activin signalling activity in various contexts including germ layer pattern formation has been intensively studied (Massague and Chen, 2000; Rogers and Schier, 2011; Tian and Meng, 2006). However, limited information is available regarding how the maternal VegT function is regulated as a principal mesendoderm patterning factor (Cao, 2013; Heasman, 2006).

Vegetal localization of maternal *vegt* mRNA provides a means of controlling its activity in space, thus pre-patterning the primary germ layers along the animal vegetal axis. Cells in the animal pole are pluripotent during the blastula through the early gastrula stages, after which they are committed to *sox2*-expressing neural plate or epidermis under the inductive signals from the organizer (De Robertis and Kuroda, 2004). POU-V factors, which are homologs of Oct3/4 in *Xenopus*, control the pluripotency of embryonic cells and inhibit differentiation induced by signalling through Nodal/Activin, Wnt and VegT pathways (Cao et al., 2007, 2006, 2008; Snir et al., 2006). Intriguingly, *Xenopus* animal pole cells, like epiblast stem cells in mammals, intrinsically tend to adopt neural cell fates (Artus and Chazaud, 2014; Kuroda et al., 2005; Levine and Brivanlou, 2007; Stern, 2005; Torres-Padilla and Chambers, 2014). Moreover, an early study has shown that some neural genes are expressed in VegT-depleted embryos (Zhang et al., 1998). The maternal factors that render the neural tendency of prospective ectoderm are less clear. In light of these early findings, we searched for genes enriched at the animal pole that may be involved in controlling both neural cell fates and VegT-mediated mesendoderm induction.

Vertebrate ASCL1 is orthologous to the bHLH factors encoded by *Drosophila* achaete-scute complex genes (Johnson et al., 1990). ASCL1 is essential for neurogenesis in invertebrates and vertebrates (Bertrand et al., 2002; Castro and Guillemot, 2011; Wilkinson et al., 2013). ASCL1 alone, or together with other factors, converts non-neural somatic cells into neurons (Amamoto and Arlotta, 2014). ASCL1 has also been implicated in cancerous phenotypes of several types of carcinoma (Huang et al., 2014; Jiang et al., 2009; Rheinbay et al., 2013; Wylie et al., 2015). In this study, we provide evidence that *ascl1* is a maternal gene enriched in the animal pole. Both gain- and loss-of-function analyses reveal that Ascl1 is a crucial repressor of mesendoderm and a pre-pattern factor for neural fate. Ascl1, through a previously uncharacterized N-terminal domain, antagonizes VegT function during mesendoderm formation in a HDAC-activity-dependent fashion. Overall, our findings highlight that ASCL1 is a dual function gene essential for early embryonic cell fate specification.

## RESULTS

### Maternal expression of *ascl1* in *Xenopus laevis*

Previous studies have indicated that Ascl1 is maternally expressed in *Xenopus* (Ferreiro et al., 1994; Collart et al., 2014). However, its expression pattern and function in preneurula development have remained unclear. To understand its maternal function, we confirmed its maternal expression by RT-qPCR and whole-mount *in situ* hybridization (WISH). *ascl1* was persistently expressed in the fertilized egg (stage 2) to the early gastrula stage (stage 10) as shown by qPCR (Fig. 1A). Interestingly, *ascl1* was stored in the germinal vesicle of full-grown oocytes as revealed by WISH (Fig. 1B). A sense probe that was used to control for the specificity did not detect an obvious signal in the germinal vesicle (GV, Fig. 1C), indicating that the *ascl1 in situ* signals detected in the GV are specific. At the mid-blastula stage, *ascl1* was detected in the animal hemisphere by WISH (Fig. 1D,E), forming a distribution pattern complementary to that of *vegt*. Additional RT-PCR analysis with separated animal caps (ACs), marginal zones (MZs) and vegetal masses (VMs) from stage 8 embryos confirmed that both *vegt* and *ascl1* were detected in the marginal zones (Fig. 1F), implying a potential functional interaction between these maternal factors during primary germ layer induction. We found that both alleles of the *Xenopus ascl1* gene, i.e. *ascl1a* and *ascl1b*, are expressed in oocytes and early embryos (data not shown).

**Fig. 1.**
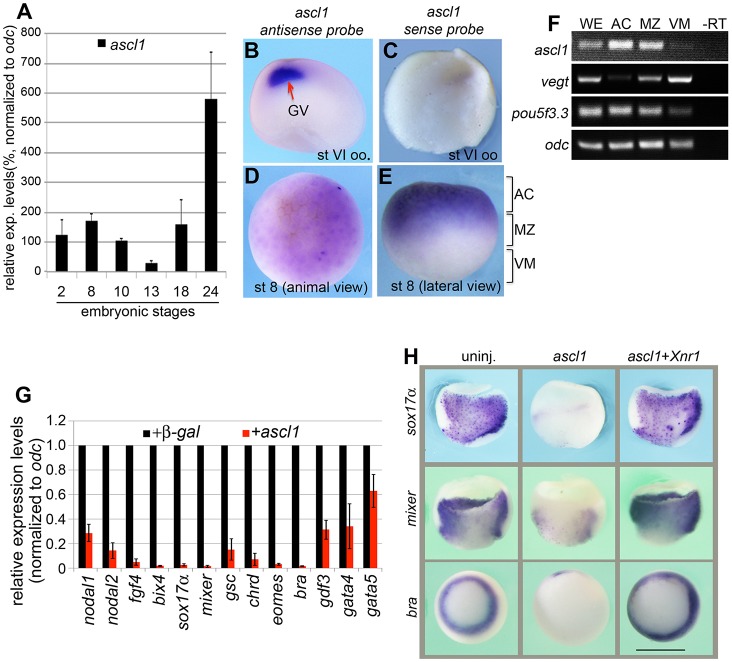
***ascl1* is a maternal gene in *Xenopus* embryos and ectopic ASCL1 represses mesendoderm formation.** (A) Expression of *ascl1* at different stages of *Xenopus* development as analysed by qPCR and represented as the relative expression levels (means±s.d.) to that at stage 10 after being normalized to *odc*. (B-E) Whole-mount *in situ* hybridization for *ascl1* in oocytes and embryos at maternal stages of development. (B) Bisection view of a full-grown oocyte at stage (st) VI. GV, germinal vesicle. (C) Bisection view of a full-grown st VI oocyte *in situ* hybridized with *ascl1* sense probe. (D,E) Animal (D) or lateral (E) view of an embryo at the mid-blastula stage (st8) *in situ* hybridized with *ascl1*. (F) RT-PCR analysis of the relative distribution of *ascl1*, *vegt* and *pou5f3.3* along the animal-vegetal axis of blastulae at stage 8.5, as indicated in E. AC, animal cap; MZ, marginal zone; VM, vegetal mass. (G) qPCR comparison of gene expression in animal cap explants injected with VegT (300 pg) and mRNA encoding β-gal or Ascl1 (500 pg) in the animal pole at the two-cell stage. Animal caps were dissected at stage 8.5 followed by qPCR analysis at the sibling stage 10.5. The expression level of each individual gene (mean±s.d.) was normalized to *odc*. (H) *ascl1* (500 pg) was injected into the vegetal pole, followed by injection of *Xnr1* (100 pg). Expression of mesendoderm genes was analysed by WISH at stage 10.5 (vegetal view). Scale bar: 1 mm.

### Ectopic ASCL1 inhibits mesendoderm formation

Ascl1 has been appreciated as a major regulator of neural development in invertebrates and vertebrates. It is able to convert mouse embryonic fibroblasts into neurons, during which ASCL1 inhibits mesodermal programs (Wapinski et al., 2013). We therefore asked whether Ascl1 in *Xenopus* represses mesendoderm formation. To answer this, we microinjected synthetic mRNA encoding *Xenopus* Ascl1a, Ascl1b or human ASCL1 into subequatorial region at the two-cell stage. Overexpression of each of these three Ascl1 isoforms inhibited blastopore lip formation and *sox17a* expression (Fig. S1A,B). qPCR examination revealed that ectopic ASCL1 diminished expression of a number of representative mesendoderm genes induced by VegT, as shown in Fig. 1G, but did not affect the expression of maternal *vegt* mRNA (Fig. S1C), suggesting that ASCL1 is sufficient to suppress mesendoderm formation in *Xenopus*. In addition, we performed a series of analyses and determined that ASCL1 specifically inhibits VegT- but not Nodal/Activin-mediated mesendoderm induction. First, coinjection of *ascl1* inhibited the ability of Myc-tagged (MT) *vegt* to activate mesendoderm genes in animal cap explants cultured in solution containing cycloheximide (CHX) from stage 8 to stage 10.5 (Fig. S1D), but did not prevent the accumulation of the Myc-tagged VegT reporter protein (VegT-MT) (Fig. S1E), indicating that the potential target genes activated by ectopic ASCL1 might not be required for repression of VegT. Second, overexpression of *ascl1* did not affect the ability of Activin protein to induce Smad2/3 phosphorylation in animal explants (Fig. S1F) or the ability of *Xnr1* (also known as *nodal1*) to induce expression of mesendodermal genes (Fig. S1G). Importantly, coinjection of *Xnr1* partially restored expression of *sox17a*, *mixer* and *brachyury* (*bra*, also known as *T*) in the ASCL1-overexpressing gastrulae (Fig. 1H). We therefore conclude that ectopic ASCL1 inhibits the primary induction by maternal VegT and maternal Ascl1 might play a part to antagonize the function of VegT in mesendoderm formation.

### Increased expression of mesendoderm genes in Ascl1 morphants

In order to determine whether Ascl1 is a repressor of VegT function, we depleted Ascl1 in early *Xenopus* embryos. To do this, three translation-blocking morpholino oligos (MOs) were designed against both alleles of *Xenopus ascl1* gene – MOa and MOa2 for *ascl1a*, and MOb for *ascl1b* (Fig. S2A,B, Tables S1 and S2). Because a specific antibody against *Xenopus* Ascl1 is not available, we verified the efficacy of these MOs through sequential injections along with a reporter mRNA into fertilized eggs followed by western blot analysis of the epitope-tagged reporter protein. All three MOs (50-100 ng) efficiently blocked translation of their respective reporter mRNA containing the MO-complementary sequence, but not the translation of the MO-resistant ones (Fig. 2A-C, Fig. S2A,B). We then injected 40-80 ng of each MO alone into fertilized eggs at the one-cell stage and monitored these Ascl1 morphants during gastrula to tailbud stages. A 5 bp mismatch MO was also injected to control for the specificity of morpholino oligos, and did not cause appreciable abnormalities in the body pattern. By contrast, all three Ascl1 MOs caused a delay of gastrulation and neurulation, resulting in a body axis shortening in a dose-dependent manner by the early tailbud stage (Fig. 2D). qPCR analyses at stage 10.5 revealed that depletion of Ascl1, particularly under a higher dose of the MOs, significantly increased the expression of a subset of mesendoderm genes (Fig. 2E,F). It is worth noting that three different MOs exhibited similar effects in increasing mesendodermal genes, providing evidence that these MOs specifically deplete Ascl1. In addition, we noticed that depletion of Ascl1a or Ascl1b by the translation-blocking MOs (i.e. MOa and MOb) increased the expression of *ascl1a* and *ascl1b* at stage 10.5 for currently unknown reasons (Fig. S2C). It is possible that the degradation of maternal *ascl1* transcripts was somehow affected after injection of Ascl1 morpholino. It could also be due to increased expression of the zygotic *ascl1* in response to the depletion of maternal Ascl1. Regardless, injection of MOa or MOb alone was sufficient to increase the expression of mesendoderm genes (Fig. 2E). This could be explained, at least in part, by the observation that injection of Ascl1 MOa (MOb) could inhibit translation of the Ascl1b (1a) reporter (Fig. S2D). The observed cross-inhibition effects are likely to be due to the fact that 17 continuous nucleotides of MOa (MOb) are complementary to allele 1b (1a) with only one interrupting mismatch (Fig. S2B). Moreover, injecting a mix of MOa and MOb, at a suboptimal dose (30 ng) for each, resulted in similar gastrulation defects and body axis shortening as observed upon depletion of each allele alone (Fig. S2E, Fig. 2D). These observations collectively suggest that Ascl1a and Ascl1b play redundant roles in the regulation of mesendoderm formation.

**Fig. 2.**
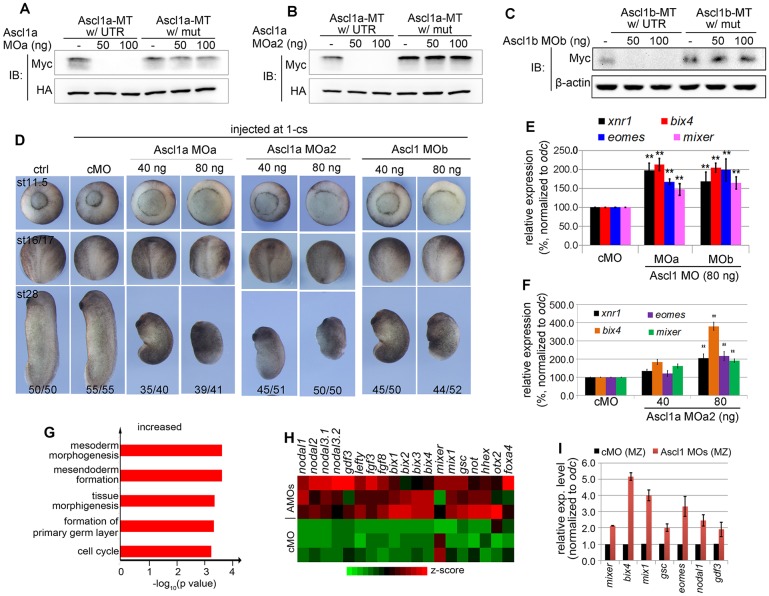
**Depletion of Ascl1 increases mesendoderm gene expression.** (A-C) Western blot analysis of the efficacies of Ascl1 MOa (A), MOa2 (B) and MOb (C) in blocking the translation of synthetic reporter *ascl1* mRNA with the wild-type 5′ UTR or with a mutated 5′ UTR. Doses of injected MOs: 50 or 100 ng. (D) Representative control and Ascl1 morphant embryos at different development stages. Experiment for each and every MO was repeated at least in three independent experiments, with embryos from one representative experiments shown in the figure. Numbers in the lower panels indicate incidence of morphological appearance resembling the embryos shown. (E,F) Control MO (cMO), Ascl1 MOa or MOb (E), or MOa2 (F) injected at one-cell stage and resultant morphants collected at stage 10.5 followed by qPCR examination of gene expression normalized to the levels of *odc*. **P<0.05, Student's *t*-test. (G) GO analysis of 384 upregulated genes in Ascl1 morphants against cMOs at stage 10.5-11. (H) Heat map presentation of the relative expression levels of a subset of VegT targets upregulated by Ascl1 depletion. (I) cMO or Ascl1 MOs (MOa+b) injected at one-cell stage and marginal zone explanted at the stage 8 and cultured to the equivalent stage 10.5 followed by qPCR examination of gene expression normalized to the expression levels of *odc*. Changes in expression of all examined genes relative to control are significant: Student's *t*-test, *P*<0.05.

To gain a broader view of Ascl1 function in mesendoderm formation, we collected control and Ascl1 (MOa and MOb) morphants at stage 10.5 for RNA-seq analysis of gene expression (Tables S3 and S4). 

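RNA-seq was carried out on 3 samples of control morphants (embryos injected with a control MO) and 3 samples of Ascl1 morphants (embryos injected with MOa and MOb, which the paper designed against ascl1a and ascl1b). Each sample held the total RNA of 2 embryos, from which libraries were made with the TruSeq RNA kit. The paper's text gives the stage as 10.5, the legend of Fig. 2G as 10.5-11 and the sample labels as 11. No source used here says whether the samples of a group came from separate clutches, so p-values measure the spread between these samples only. The deposited tables hold raw read counts per gene, not normalized, for 45099 genes in each of the 6 libraries. The total count per library ranged from 32985925 to 45549557 (median 37038639) in the control morphants and from 32148454 to 37818345 (median 33466866) in the Ascl1 morphants. The submitters' processing notes name TopHat2, bedtools and edgeR, and the genome build, the annotation and the strand are not given in the sources used here. Most genes of the allotetraploid X. laevis exist as 2 homeologs, marked .L and .S in the tables, and reads from near-identical copies could be split between them by the counting. A gene symbol was given for 17328 of the 45099 genes, and the other 27771 carried only a locus number. No row could be paired by symbol with ascl1, so the targeted gene was not analysed here.

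Counts were scaled by TMM and compared between the groups with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 24277 genes kept by edgeR's default filter on low counts. Levels are given as CPM, the count scaled to the normalized library size, with the SD over 3 libraries. The tables' columns carry no replicate numbers, so the libraries are numbered here by their place in the tables and were not paired between the groups. The correlation of log2 (CPM + 1) across genes was 0.971 to 0.977 within the control morphants, 0.953 to 0.975 within the Ascl1 morphants and 0.919 to 0.966 between the groups. Ascl1 morphant library 3 stood apart from the other Ascl1 morphants on the second principal component (23.0% of the variance), at -64.3 against 16.8 and 39.1, and differed more from them (chi-square per degree of freedom 116 and 140) than they did from each other (54.1). It was kept, and each library was also left out in turn. Genes with at least 1 count numbered 31985 to 33114 in the control libraries and 30247 to 30740 in the Ascl1 morphant libraries. The share of the counts was 10.3% to 11.6% and 8.12% to 9.95% for the 50 most abundant genes, and 0.383% to 0.418% and 0.261% to 0.300% for ribosomal protein genes. Gene lists were fixed before the data were examined but after the paper had been read, so that genes shown in Fig. 2H are also members of some lists. Each list was tested with camera, which compares its members with all other genes, at a preset correlation of 0.01 between genes and again with an estimated one.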

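The 10 largest decreases in Ascl1 morphants included genes of paraxial mesoderm, the posterior axis and endoderm. No read of msgn1.S, a paraxial mesoderm bHLH factor, was counted in the Ascl1 morphants against 898 in the control morphants, which makes it at least 287-fold lower (floor of 3 counts over the group). The forkhead factor foxa2.S was at 44.6 ± 18.5 CPM (SD, n = 3) in the control morphants and at 0.484 ± 0.256 CPM (SD, n = 3) in the Ascl1 morphants, a log2 fold change of -6.53 (standard error 0.55, adjusted p = 0.00171 from edgeR's quasi-likelihood test). The Wnt feedback gene axin2.L was at 14.4 ± 8.34 CPM in the control morphants and 0.0484 ± 0.0206 CPM in the Ascl1 morphants (adjusted p = 0.00164 from the same test). The myogenic factor myf5.L fell by 6.53 and the homeobox gene hoxd1.S fell by 6.84 on the log2 scale (adjusted p = 0.00457 and 0.00294 from edgeR). The others of the 10 largest decreases were gjb1.L, hes5.1.L, syt8.L, rapsn.S, which had no count in the Ascl1 morphants and was at least 58.8-fold lower, and etv2.S, with 303 counts against 2, a ratio of 145 (95% counting interval 39.8 to 1204). The bounds and the interval pool the libraries of a group and leave out the spread between them.

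Increases were smaller. The largest among single rows with a symbol was that of nedd9.1, from 3.91 ± 2.00 CPM in the control morphants to 41.1 ± 5.19 CPM in the Ascl1 morphants (10.5-fold higher, standard error of the log2 fold change 0.42, adjusted p = 0.00455 from edgeR's quasi-likelihood test). It was followed by vps33a.L, lhx4.L, ppapdc2.L, ccndx.L (a cyclin D family member), scnm1.L, stc1-like.S, cd3e.S, foxi2.L and plekhg5.L, at log2 fold changes from 3.11 down to 2.72. The call of cd3e.S was lost whichever of the 6 libraries was left out (adjusted p = 0.0706 to 0.155), and that of lhx4.L without each library but Ascl1 morphant library 3 (0.0552 to 0.103). Other calls were lost for foxi2.L without control library 2 or 3 (0.0528 and 0.0591), stc1-like.S without control library 3 (0.0535), and etv2.S without control library 3 or Ascl1 morphant library 1 or 2 (0.0532, 0.0526 and 0.0544). With homeologs summed, the call of cd3e was lost (log2 fold change 0.89, adjusted p = 0.355). Among others, the log2 fold changes were then smaller for msgn1 (-6.68), axin2 (-5.16), rapsn (-5.21), etv2 (-3.31), foxa2 (-4.94), myf5 (-5.14) and hes5.1 (-5.72). So were those of nedd9 (2.505), vps33a (1.55), lhx4 (2.35), ccndx (2.36), stc1-like (1.67) and plekhg5 (1.68). Summed, nedd9 lay below scnm1 (2.89) and ppapdc2 (2.81).

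In all, 2715 of 24277 genes passed an adjusted p of 0.05. At a p under 1e-10, edgeR's quasi-likelihood test called 0 genes, its smallest p being 4.88e-08, while 6485 genes had an unadjusted p under 0.05. At that level DESeq2 called 369 genes, edgeR's likelihood ratio test 230 and its exact test 225.

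**Figure D1:**
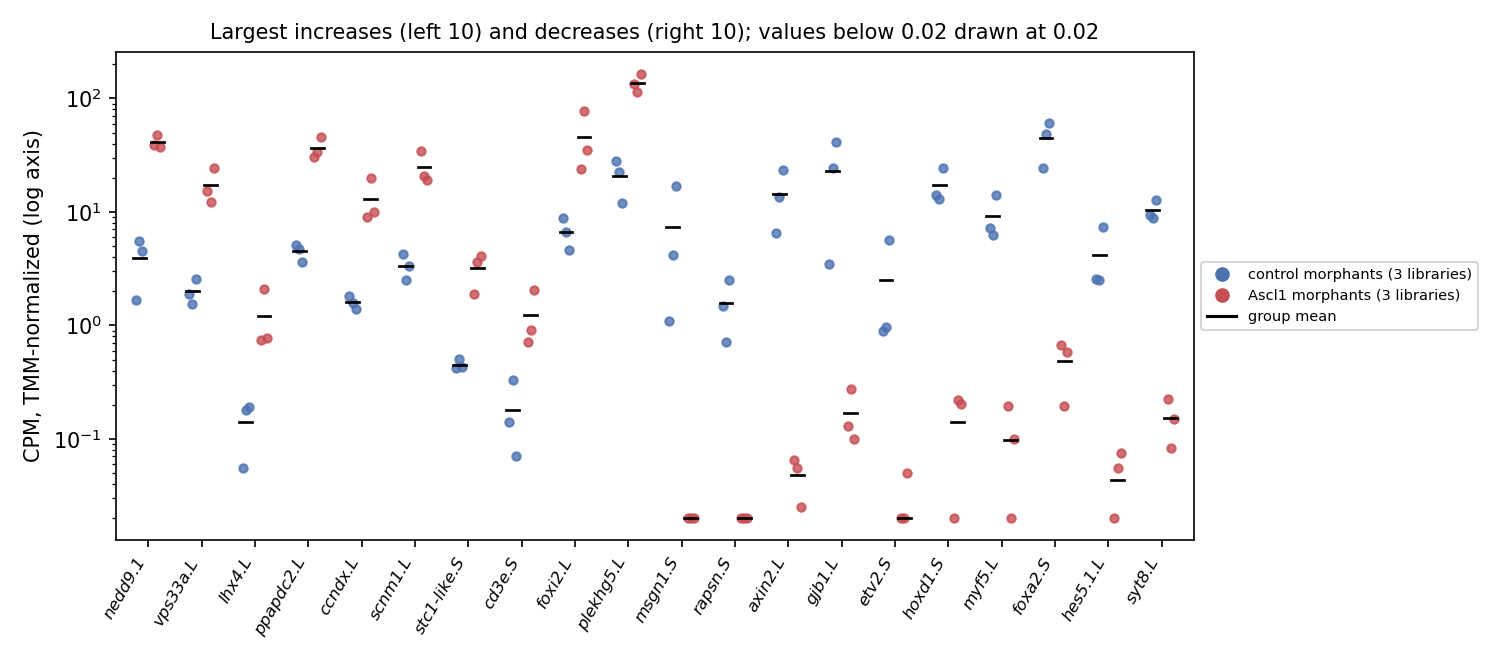
CPM (TMM-normalized, log axis) of the 10 genes with the largest increases and the 10 with the largest decreases in Ascl1 morphants, 1 point per library, blue for the 3 control morphant libraries and red for the 3 Ascl1 morphant libraries, with a bar at each group mean. Values below 0.02 CPM, among them the Ascl1 morphant values of msgn1.S and rapsn.S, which are 0, are drawn at 0.02. Genes were picked among those whose groups do not overlap, so the gap between the points is no finding.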

We found that Ascl1 depletion altered the expression of 1095 genes (*P*<10^−10^) (Fig. S2F). Near equal numbers of genes were increased (549 genes) or decreased (546 genes). 

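Of the genes past an adjusted p of 0.05 from edgeR's quasi-likelihood test, 1129 were higher and 1586 were lower in Ascl1 morphants, which is 41.6% and 58.4%. Among genes with a symbol the numbers were 754 higher and 776 lower, and with the library size alone as scale they were 1310 and 1392 over all genes (48.5% higher). The decreases were larger: the median log2 fold change was 1.23 among the higher genes and -2.10 among the lower ones. A log2 fold change of 2 or more was found for 122 of the higher genes, and one of -2 or less for 840 of the lower genes. Fewer genes were detected in each Ascl1 morphant library (30247 to 30740) than in any control library (31985 to 33114), and how far this and the excess of decreases share a cause was not tested. The groups did not overlap for any of the higher genes and for 1585 of the lower ones, while they did not overlap for 33.2% of all genes tested and chance gives 10%. The numbers of higher and lower genes were 396 and 812, 200 and 560, and 194 and 492 without control libraries 1, 2 and 3. They were 536 and 825 without Ascl1 morphant library 1, 443 and 769 without library 2, and 1309 and 1553 without library 3. DESeq2 called 2064 higher and 2497 lower genes.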

Gene ontology (GO) analysis revealed that Ascl1 was required for the normal expression of those genes involved in gastrulation/embryonic morphogenesis (*P*<10^−4^, FDR<10%), mesoderm/primary germ layer formation (*P*<10^−4^), and anteroposterior pattern (*P*<10^−2^) (Fig. S2F). These results are consistent with the observed gastrulation and anteroposterior axis defects in Ascl1 morphants (Fig. 2D, Fig. 3F and Fig. S2E).

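Many genes of paraxial mesoderm were lower in Ascl1 morphants, while both homeologs of eomes and fgf8 and the row fgf3.S were higher. Of 44 tested members of a list of pan-mesodermal and paraxial mesoderm genes, 18 were lower, 6 were higher and 20 did not pass an adjusted p of 0.05 from edgeR's quasi-likelihood test (21 lower and 8 higher when adjusted over the list alone). The genes fgf8 and fgf3 were chosen by the paper from these samples for Fig. 2H, so their direction is not independent evidence, and fgf3.L did not pass (log2 fold change -0.34, adjusted p = 0.851). The muscle determination gene myod1.S was at 26.3 ± 8.04 CPM (SD, n = 3) in the control morphants and 0.503 ± 0.195 CPM (SD, n = 3) in the Ascl1 morphants, a log2 fold change of -5.70 (standard error 0.43, adjusted p = 0.00111 from edgeR). Its homeolog myod1.L had a smaller one of -2.07 (adjusted p = 0.0486 from edgeR), and the homeologs summed had one of -4.1 (adjusted p = 0.0036). Of the t (brachyury) homeologs, t.L was at 236 ± 30.6 CPM and 22.4 ± 3.86 CPM (log2 fold change -3.40, standard error 0.21, adjusted p = 0.000787), and t.S at 543 ± 67.3 CPM and 336 ± 89.7 CPM (log2 fold change -0.69, standard error 0.22, adjusted p = 0.0874 from the same test). The t.S row passed without Ascl1 morphant library 3 (adjusted p = 0.0431 from edgeR), and with the homeologs summed t had a log2 fold change of -1.11 (adjusted p = 0.0178). The members that rose included both homeologs of eomes, a T-box gene of mesendoderm induction, with eomes.L at 121 ± 29.9 CPM in the control morphants and 571 ± 91.5 CPM in the Ascl1 morphants (log2 fold change 2.24, standard error 0.23, adjusted p = 0.00282). The homeolog eomes.S had a log2 fold change of 2.22 (adjusted p = 0.0125 from edgeR), and its call was lost without control library 2 (adjusted p = 0.0556). The list was lower than other genes by camera (adjusted p = 2.25e-08), with a median log2 fold change of -0.71. With an estimated correlation the adjusted p was 0.121.

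Of 68 tested genes of gastrulation movements and adhesion, 12 were lower, 2 were higher and 54 did not pass the test (15 lower and 2 higher when adjusted over the list alone). The Wnt receptor gene ror2.S, at 73.7 ± 22.6 CPM in the control morphants, had a log2 fold change of -2.56 (standard error 0.27, adjusted p = 0.00293 from edgeR). The laminin gene lamb1.L fell by 5.29 on the log2 scale (adjusted p = 0.00353 from edgeR), a call lost with homeologs summed (log2 fold change -1.52, adjusted p = 0.153), and has2.L, which encodes a hyaluronan synthase, rose by a log2 fold change of 2.26 (adjusted p = 0.00421 from edgeR). The adjusted p of the list from camera was 0.00308, and 0.393 with an estimated correlation. It was 0.0534 without Ascl1 morphant library 2, the number of lower members was 5 without control library 3, and that of higher members was 1 without control library 2 or 3 or Ascl1 morphant library 1. Both lists also took in the rows of wnt11, which the tables list as another gene than wnt11b, and wnt11.L fell by 4.04 on the log2 scale (adjusted p = 0.00254 from edgeR).

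**Figure D2:**
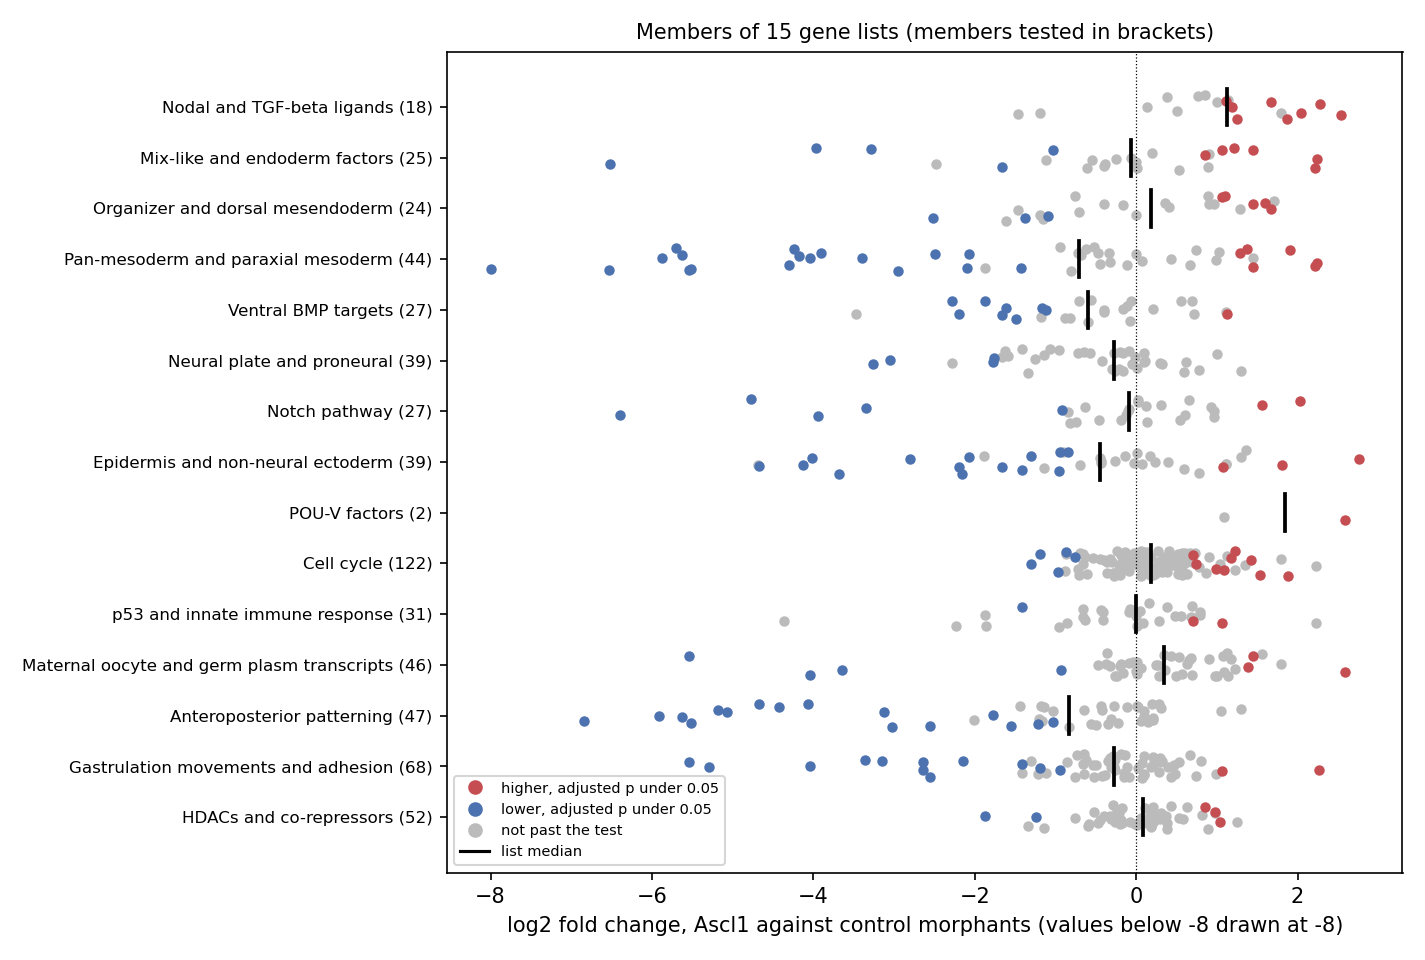
Log2 fold changes of the tested members of 15 gene lists in Ascl1 against control morphants, 1 point per gene, red for higher and blue for lower at an adjusted p under 0.05 from edgeR and grey for genes not past the test, with a bar at each list's median. The value of msgn1.S lies beyond the axis and is drawn at -8, and the list medians run from -0.83 for anteroposterior patterning to 1.84 for the POU-V factors.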

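Several caudal and Hox genes were lower in Ascl1 morphants. Of 47 tested members of a list of anteroposterior patterning genes, 16 were lower, 0 were higher and 31 did not pass an adjusted p of 0.05 from edgeR's quasi-likelihood test (21 lower and 0 higher when adjusted over the list alone). The 16 lower genes included 5 rows of the caudal genes cdx1, cdx2 and cdx4, whose products promote posterior identity, both homeologs of hoxd1 and both of the Wnt target sp5. The caudal gene cdx2.L was at 101 ± 41.8 CPM (SD, n = 3) in the control morphants and 3.02 ± 0.494 CPM (SD, n = 3) in the Ascl1 morphants, a log2 fold change of -5.07 (standard error 0.35, adjusted p = 0.000888 from edgeR). Its homeolog cdx2.S fell by 5.18 and cdx4.L fell by 5.52 on the log2 scale (adjusted p = 0.000787 for both from edgeR). By camera the list was lower than other genes (adjusted p = 6.81e-14), and the adjusted p was 0.121 with an estimated correlation. The number of lower members was 10 without control library 2 and 8 without control library 3.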

**Fig. 3.**
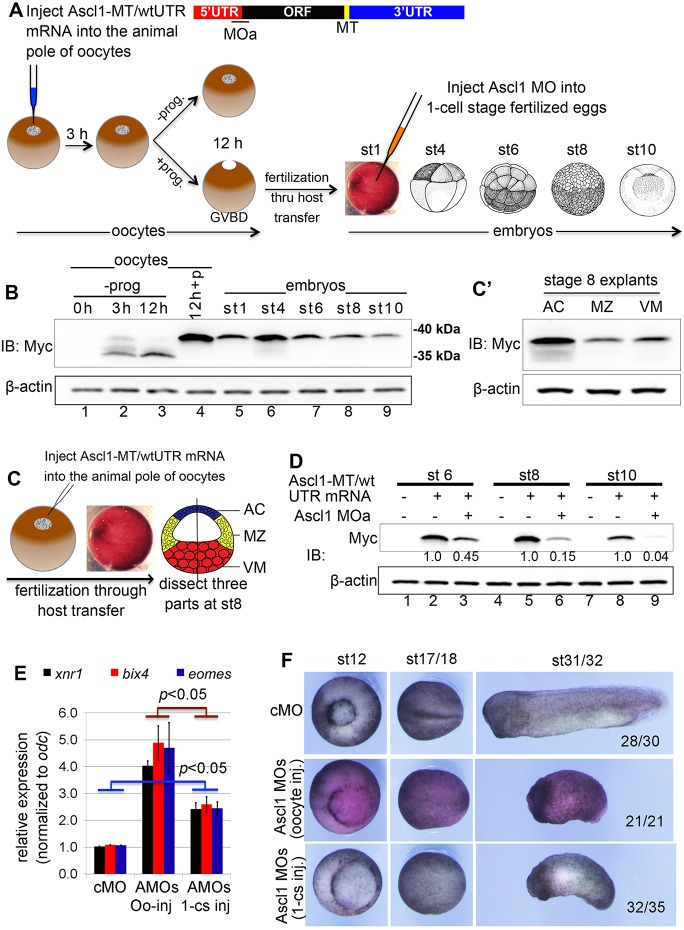
**Evidence for a maternal role for Ascl1 in regulating mesendoderm formation.** (A) Schematic of Ascl1-MT reporter construct and the experimental procedures for demonstrating the expression of Ascl1-MT reporter in oocytes and early embryos generated through host transfer. −prog., oocytes without progesterone treatment; +prog. or +p, oocytes treated with 2 µM progesterone. (B) Ascl1-MT reporter expressing oocytes or embryos frozen at the indicated time points after reporter mRNA injection into stage VI oocytes followed by western blotting using an anti-MT antibody. (C,C′) Embryos expressing Ascl1-MT reporter (30 each) at stage 8 separated into animal cap (AC), marginal zone (MZ) and vegetal mass (VM) and frozen immediately after separation followed by anti-MT western blotting. (D) Embryos expressing Ascl1-MT reporter injected with or without Ascl1 MOa at the one-cell stage cultured to stage 6-10 and frozen at the indicated time points followed by anti-MT western blotting. (E) qPCR comparison of gene expression in Ascl1 morphants produced from embryos expressing Ascl1-MT reporter injected with Ascl1 MOa before (oocyte-injection) or after (one-cell stage injection) fertilization. *P*-values obtained by performing a Student's *t-*test. (F) Embryos at different stages of development from experiments as described in E.

To better understand a repressor role for Ascl1, we focused on those genes that were increased twofold [log_2_ (fold change) ≥1 with *P*<10^−3^]. 

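At a log2 fold change of at least 1 and an unadjusted p under 1e-3 from edgeR's quasi-likelihood test, 407 genes were higher in Ascl1 morphants, 284 of them with a symbol. The mirrored threshold, a log2 fold change of at most -1, gave 755 lower genes, 366 of them with a symbol. The increased genes with a symbol included the Nodal ligand gene nodal1.L, at 3.13 ± 1.14 CPM (SD, n = 3) in the control morphants and 18.2 ± 3.44 CPM (SD, n = 3) in the Ascl1 morphants, and nodal.L, at 3.70 ± 1.78 CPM and 17.9 ± 4.19 CPM. They also included the co-receptor genes tdgf1.1.L and tdgf1.3.L, with log2 fold changes of 1.87 and 1.12 (standard errors 0.29 and 0.17). At an adjusted p of 0.05 from edgeR, the call of tdgf1.3.L was lost without control library 2 or 3 (0.0504 and 0.053). The number of increased genes was 188, 151 and 155 without control libraries 1, 2 and 3 and 234 without Ascl1 morphant library 2, with 129, 110, 121 and 162 of them with a symbol. That of decreased genes was 449 and 427 without control libraries 2 and 3 and 460 without Ascl1 morphant library 2. DESeq2 gave 908 increased and 1480 decreased genes, edgeR's exact test 747 and 1385, and its likelihood ratio test 760 and 1429.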

By these standards, we found 384 annotated genes (out of 952). GO analysis indicated that these 384 genes were primarily involved in formation/morphogenesis and primary germ layer formation (Fig. 2G). 

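Among the increased genes with a symbol, members of the Nodal signalling list were more frequent than among all tested genes with a symbol. Of 18 tested genes for Nodal and other TGF-β ligands, co-receptors and secreted antagonists (lefty and cer1), 5 met this threshold where 0.385 was the expected number (one-sided Fisher's exact test, adjusted p = 0.000444 over 15 lists). This is not independent evidence, since nodal1 and nodal2, among the genes the paper chose from these samples for Fig. 2H, are members. Of the 44 mesoderm genes, 5 met it, where 0.942 was expected (adjusted p = 0.0179 from the same Fisher's exact test): both homeologs of eomes and of fgf8, and fgf3.S. This is not independent evidence either, since fgf8 and fgf3 are Fig. 2H genes and the homeologs of a gene count as separate members. At the mirrored threshold, 16 of the 44 mesoderm genes were lower. For 25 Mix-like and endoderm factors and for 24 organizer genes the number of increased members was 3 each, and the enrichment at the threshold for increased genes did not pass (adjusted p = 0.0591 for both from Fisher's exact test). At an adjusted p of 0.05 over all genes, 8 of the 18 Nodal list members, among them lefty.L, were higher and 0 were lower (10 higher and 2 lower, both homeologs of cer1, when adjusted over the list alone), and by camera the list was higher than other genes (adjusted p = 5.56e-06). With an estimated correlation, its adjusted p was 0.203. The number of higher members was 3 without control library 2, 3 without control library 3 and 4 without Ascl1 morphant library 1, and 2 members were lower without Ascl1 morphant library 3.

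The Mix-like and endoderm factors went both ways, with 6 members higher, 5 lower and 14 not past the test (7 higher and 7 lower when adjusted over the list alone). Both were more frequent than among all tested genes with a symbol, with homeologs counted as separate members (adjusted p = 0.0173 for higher and 0.0338 for lower members from one-sided Fisher's exact tests). Both homeologs of eomes, hhex and mix1 were higher, while foxa2.L, foxa2.S, a2m.S, gata6.L and foxa1.L were lower. The calls of hhex and mix1 rows were each lost without at least 1 of the libraries, mix1.L without 5 of the 6. The level of foxa2.L was 30.5 ± 3.36 CPM (SD, n = 3) in the control morphants and 1.95 ± 0.330 CPM (SD, n = 3) in the Ascl1 morphants, a log2 fold change of -3.96 (standard error 0.25, adjusted p = 0.000787 from edgeR). The endodermin gene a2m.S fell by 3.29 on the log2 scale (adjusted p = 0.00172 from edgeR), while the endoderm factor gene sox17a had log2 fold changes of -0.39 for both homeologs (adjusted p = 0.492 and 0.459 from the same test). Of the organizer genes, 5 were higher, 3 were lower (fst.S, dkk1.L and frzb.L, of which dkk1.L and frzb.L are named after their values were seen, as are gata6.L and foxa1.L) and 16 did not pass the test (7 higher and 7 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0504 for higher and 0.305 for lower members). The call of fst.S was lost without control library 3 (adjusted p = 0.057 from edgeR). By camera neither list passed the test against other genes (adjusted p = 0.293 for both). The number of higher endoderm factors was 2 without control library 2 and 3 without control library 3 or Ascl1 morphant library 1. The number of higher organizer genes was 3 without control library 2 or 3 or Ascl1 morphant library 1 or 2, and that of the lower ones was 1 without control library 2 or Ascl1 morphant library 1 or 2, 0 without control library 3 and 5 without Ascl1 morphant library 3. These lists hold genes that the paper chose from these samples for Fig. 2H, so they are not independent evidence of a direction.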

Additional analysis identified more than 20 known VegT targets that were significantly upregulated in Ascl1 morphants (Fig. 2H). 

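Fig. 2H was read here as showing 19 genes, fewer than the number of targets that the paper's text gives. Of these 19, 13 were analysed here under their symbols, as 24 homeolog rows. The T-box gene vegt itself, bix1 to bix4, otx2 and nodal3.1 were not analysed here. An adjusted p of 0.05 from edgeR's quasi-likelihood test was passed by 14 rows, all higher in Ascl1 morphants, which cover 9 of the 13 genes (18 rows higher when adjusted over the list alone, which is not independent evidence since the genes were chosen on these samples). The Nodal ligand gene nodal1.L had a log2 fold change of 2.54 (standard error 0.33, adjusted p = 0.0051), and nodal2.L one of 1.67 (standard error 0.33, adjusted p = 0.0184 from edgeR). The organizer homeobox gene gsc was at 51.9 ± 5.80 CPM (SD, n = 3) in the control morphants and 157 ± 26.0 CPM (SD, n = 3) in the Ascl1 morphants for gsc.L (log2 fold change 1.60, standard error 0.19, adjusted p = 0.00431 from edgeR), and gsc.S had a log2 fold change of 1.67 (adjusted p = 0.0098). For fgf8, fgf8.L was at 69.6 ± 5.59 CPM and 181 ± 16.6 CPM (log2 fold change 1.38, adjusted p = 0.00421 from edgeR), and fgf8.S had a log2 fold change of 1.91 (adjusted p = 0.00589). The other rows past the test were nodal2.S, lefty.L, fgf3.S, mix1.L, mix1.S, not.S, hhex.L and hhex.S, at log2 fold changes from 0.85 to 2.04. The calls of nodal1.L, gsc.L, gsc.S, fgf8.L and fgf8.S held without any single library, while that of nodal2.S was lost whichever library was left out (adjusted p = 0.0555 to 0.169) and that of nodal2.L without control library 2 or 3 or Ascl1 morphant library 1 (0.0772, 0.085 and 0.052). That of mix1.L was lost without each library but control library 1 (0.078 to 0.144), that of hhex.L without control library 1 or 3 or Ascl1 morphant library 1 or 2 (0.0552 to 0.101), those of mix1.S and lefty.L without control library 2 or 3 or Ascl1 morphant library 1 (0.0669 to 0.119 and 0.0657 to 0.0938), that of fgf3.S without control library 3 (0.0581) and that of hhex.S without control library 2 (0.0512). The call of nodal2.S was also lost with RLE scaling (adjusted p = 0.0504), and that of not.S with homeologs summed (log2 fold change 0.75, adjusted p = 0.153) and without control library 2 or 3 or Ascl1 morphant library 1 or 2 (0.124, 0.137, 0.106 and 0.0821).

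No row of mixer, gdf3, foxa4 or nodal3.2 passed the test. The Mix-like gene mixer.L was at 637 ± 240 CPM in the control morphants and 636 ± 212 CPM in the Ascl1 morphants (adjusted p = 0.998 from edgeR), and mixer.S had a log2 fold change of -0.24 (standard error 0.28, adjusted p = 0.639). The TGF-β ligand gene gdf3.1 was at 97.3 ± 14.2 CPM and 176 ± 80.7 CPM (log2 fold change 0.86, standard error 0.33, adjusted p = 0.136 from edgeR). Without Ascl1 morphant library 2 its log2 fold change was 1.17 (adjusted p = 0.0442 from edgeR). The call of foxa4.S, with an adjusted p of 0.0739 from edgeR's quasi-likelihood test, was made by DESeq2 (adjusted p = 0.0252), the exact test (0.0286), the likelihood ratio test (0.0275) and with the library size alone (0.0495). The number of rows past the test was 12, 7 and 6 without control libraries 1, 2 and 3 and 7, 11 and 12 without Ascl1 morphant libraries 1, 2 and 3. The paper's qPCR in marginal zone explants found mixer and gdf3 increased, among other genes. From its findings it proposes, as a notion they would go with, that Ascl1 in the marginal zone contains the function of VegT during primary mesendoderm induction.

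**Figure D3:**
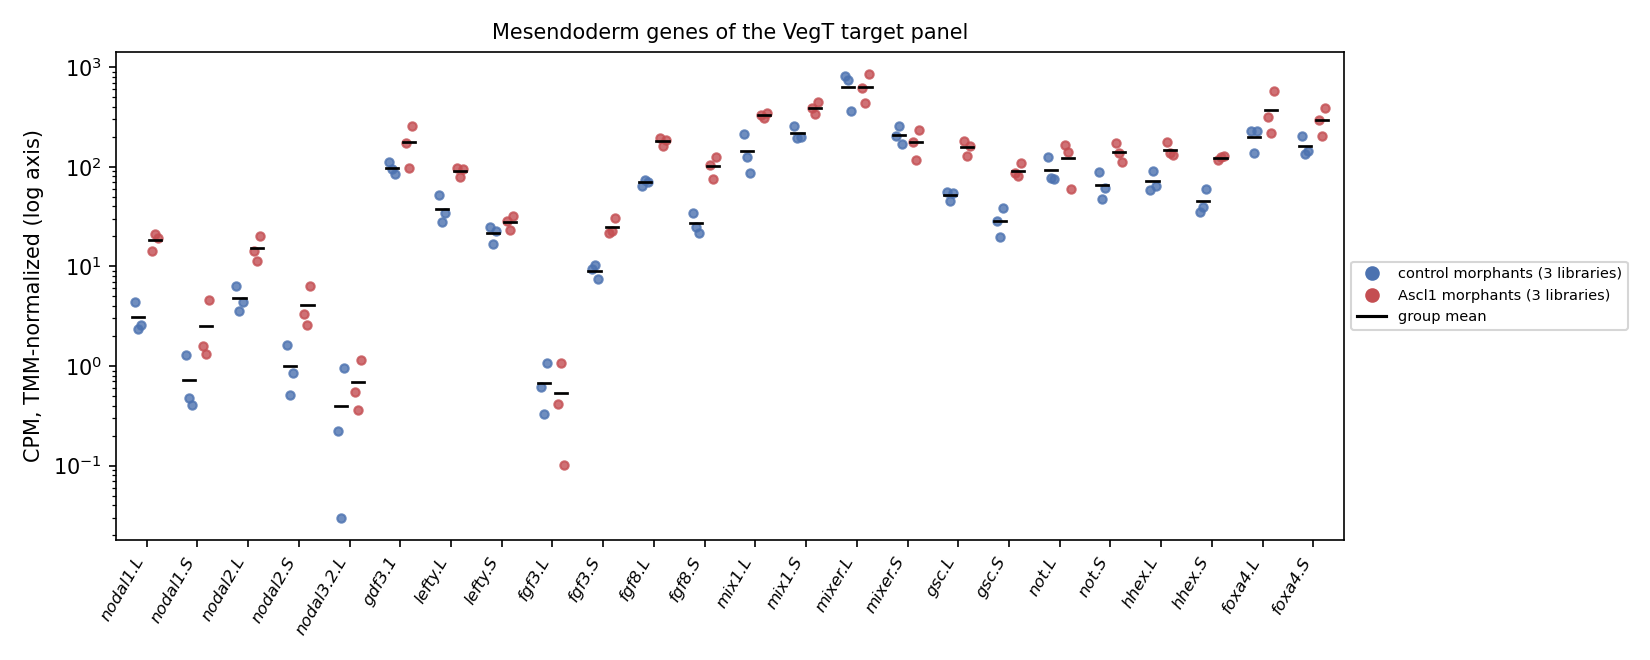
CPM (TMM-normalized, log axis) of the 24 rows of Fig. 2H genes analysed here, 1 point per library, blue for the 3 control morphant libraries and red for the 3 Ascl1 morphant libraries, with a bar at each group mean. The groups are apart for nodal1.L, both gsc and both fgf8 rows, and overlap for mixer.L, mixer.S and gdf3.1.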

We verified through qPCR in independent knockdown experiments that mesendoderm patterning genes, including members of TGF-β super family (*nodal1* and *gdf3*) and mix-like factors (*mixer*, *bix4*, *mix1*) were significantly increased in Ascl1-depleted marginal zone explants at the sibling stage 10.5 (Fig. 2I). These findings are consistent with the notion that expression of Ascl1 in the marginal zone is crucial for containing the VegT function around the marginal zone during the primary mesendoderm induction. Importantly, subsequent injection of MO-insensitive *ascl1* mRNA (100 pg) back into Ascl1 morphants partially rescued the expression of these genes (not shown), confirming that Ascl1 MOs specifically deplete Ascl1.

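Cell cycle genes went both ways in Ascl1 morphants. Of 122 tested cell cycle genes, 9 were higher, 5 were lower and 108 did not pass an adjusted p of 0.05 from edgeR's quasi-likelihood test (also 9 higher and 5 lower when adjusted over the list alone). Neither direction was enriched against all tested genes with a symbol (adjusted p = 0.644 for higher and 0.979 for lower members from one-sided Fisher's exact tests). The cyclin A gene ccna2.S was at 122 ± 17.7 CPM (SD, n = 3) in the control morphants and 260.4 ± 15.8 CPM (SD, n = 3) in the Ascl1 morphants, a log2 fold change of 1.09 (standard error 0.17, adjusted p = 0.0095 from edgeR), and 0.64 with homeologs summed (adjusted p = 0.0326). The phosphatase gene cdc25a.L, whose product activates cyclin-dependent kinases, was at 43.7 ± 6.46 CPM and 127 ± 48.5 CPM (log2 fold change 1.53, standard error 0.28, adjusted p = 0.0148), and the origin recognition gene orc5.L had a log2 fold change of 1.88 (standard error 0.30, adjusted p = 0.00948 from edgeR). The kinase gene plk3.L had a log2 fold change of 1.18 (adjusted p = 0.0143 from edgeR). The 5 lower genes, named after their values were seen, were btg1.L, cdc27.S, aurka.L, mcm6.2.L and mcm6.2.S. The call of cdc25a.L was lost without control library 1, 2 or 3 (adjusted p = 0.0606, 0.0528 and 0.0696), that of plk3.L without control library 2 or 3 (0.0688 and 0.0659), and that of orc5.L without control library 2 (0.0525). By camera the list was higher than other genes by a small shift, with a median log2 fold change of 0.18 (adjusted p = 0.029, and 0.121 with an estimated correlation). With at least 10 counts required in each library, its adjusted p was 0.0903. The numbers of higher and lower members were 3 and 1, 2 and 0, and 2 and 0 without control libraries 1, 2 and 3. They were 5 and 1, 5 and 0, and 14 and 4 without Ascl1 morphant libraries 1, 2 and 3.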

Because depletion of Ascl1 also affected expression of cell cycle regulators as revealed by GO analyses (Fig. 2G, Fig. S2F), we wanted to ensure that the control and Ascl1 morphants were compared for expression of mesendoderm genes at comparable stages of development. To do this, we microinjected Rhodamine-lysine dextran (RLDX) into one animal-pole cell at the 32-cell stage and counted the number of cells in the RLDX-labelled clone from the surface at stage 10.5. We found that the numbers of cells in the RLDX-labelled control MO clone and Ascl1 MOs clone were not significantly different (Fig. S3A,A′), suggesting that expression of the mesendoderm genes was compared between control and Ascl1 morphants at equivalent stages of development. Furthermore, using semi-quantitative PCR, we monitored expression of several mesendoderm genes in control and Ascl1 morphants during stage 9 to stage 11.5. The expression of these mesendoderm genes peaked at stage 10 and then gradually decreased during gastrulation in the controls (Fig. S3B, blue lines). Depletion of Ascl1 did not prevent these genes from being upregulated from stage 9-10; instead, sustained the expression of these genes at markedly higher levels during stage 10.5 to stage 11.5 (Fig. S3B, red lines), supporting the notion that depletion of Ascl1 probably has a direct effect on mesendoderm gene expression. However, additional studies are required to determine to what extent the deregulation of cell cycle regulators has contributed to the observed deregulation of mesendoderm genes in Ascl1 morphants. Based on these gain- and loss-of-function analyses, we conclude that Ascl1 acts as an essential repressor during mesendoderm formation, antagonizing VegT function in *Xenopus*.

### Evidence for Ascl1 as a maternal regulator of mesendoderm formation

The analyses presented above support an essential role for Ascl1 in regulating mesendoderm formation. However, it remains unclear whether the maternal Ascl1 is involved. We sought to provide evidence that Ascl1 protein is maternally stored. To do this, we generated an Ascl1-MT reporter construct that contains the endogenous 5′ and 3′ UTR of *Xenopus ascl1a* (named Ascl1-MT/wtUTR reporter) (Fig. 3A), aiming to demonstrate at least some aspects of maternal Ascl1 expression, particularly after meiotic maturation, when the maternal *ascl1* is released into cytoplasm after the germinal vesicle breakdown (GVBD). We injected the synthetic Ascl1-MT/wtUTR mRNA into the animal pole of full-grown oocytes. Leaving some of injected oocytes in culture without addition of progesterone, we stimulated the remainder with progesterone for meiotic maturation followed by fertilization through host transfer (Heasman, 2006). The reporter mRNA bearing oocytes and/or embryos (five each) from the host transfer at different developmental times were subsequently harvested to examine expression of the Ascl1-MT protein (Fig. 3A). Western blot analyses using an antibody against the Myc-tag epitope revealed interesting results, as shown in Fig. 3B. First, the Ascl1-MT reporter was translated more abundantly in the meiotic-matured oocytes than in those oocytes that were not treated with progesterone but cultured for the same period of time (Fig. 3B, lanes 3 and 4). In order to assess variations in reporter expression from oocyte to oocyte, we randomly picked six individual mRNA-injected oocytes after 12 h culture followed by western blot detection of Ascl1-MT protein. We found that the levels of reporter protein accumulation in these individual oocytes were comparable (not shown). Second, the migration rate of Ascl1-MT reporter protein in PAGE was reduced after meiotic maturation and in the subsequent stages of embryonic development (Fig. 3B, lanes 3-9). During meiotic maturation, the oocyte genome is transcriptionally quiescent and profound changes occur to maternal genes at post-transcriptional and/or post-translational levels. It has been reported that ASCL1 can be phosphorylated by kinase activities in *Xenopus* egg extracts (Ali et al., 2014). Although post-transcriptional/translational regulations of maternal *ascl1* are currently unknown and await detailed studies in future, our observations through an endogenous UTR-containing reporter argue that the maternal *ascl1* has a potential to be translated before fertilization.

Third, the reporter protein remained detectable up to the early gastrula stage, the latest time point we examined in these experiments (Fig. 3B, lane 9), supporting the notion that the maternally supplied Ascl1 protein is expressed at the right time for a role in the regulation of mesendoderm formation. It is worth noting that a trend of downregulation of the reporter protein during stage 6-10 was reproducibly observed in three independent experiments (Fig. 3B,D). Reporter protein expression did not display a simple and mono-toned change after fertilization through the early gastrula stage as representatively shown in Fig. 3B. Moreover, to examine the distribution of reporter protein in the mid-blastulae, we dissected the reporter mRNA bearing mid-blastulae into three parts along the animal vegetal axis (Fig. 3C). We found that the reporter protein was abundantly detected in primary ectoderm explants (ACs) and to a lesser extent in the marginal zone (MZ) and vegetal mass (VM) (Fig. 3C′), suggesting that the maternally supplied Ascl1 protein is also expressed in the correct place for a role in regulating mesendoderm formation.

We further exploited the reporter assay, aiming to assess whether post-fertilization injection of the MO effectively depletes maternal Ascl1 protein. Following the experimental design as briefly described above and schematically shown in Fig. 3A, we injected 80 ng Ascl1 MOa into the reporter bearing fertilized eggs at the one-cell stage, and harvested embryos at the later stages of development. We found that injection of Ascl1 MOa at the one-cell stage markedly inhibited the reporter protein accumulation at stage 6 (Fig. 3D, lanes 2 and 3). Greater reductions of reporter protein expression were observed at stage 8 and stage 10 (Fig. 3D, lanes 5 and 6, lanes 8 and 9). ASCL1 seems to be unstable a protein (Ali et al., 2014). The combinatorial effect of a MO blockade of translation and a rapid rate of protein turnover probably causes an effective knockdown of the maternally supplied Ascl1 during the blastula stages. We then tested whether injection of a mix of Ascl1 MOa and MOb into the one-cell stage embryos or into the full-grown oocytes differently affects mesendoderm gene expression. We found that the expression of several mesendoderm genes was significantly increased in the morphants at stage 10.5 produced by either method of MO injection (Fig. 3E), suggesting, by extrapolation from the reporter assay presented above, that injection of the MOs into fertilized eggs at the one-cell stage might have effectively diminished the function of maternal Ascl1. Perhaps it is not surprising that injection of the MOs into oocytes followed by host transfer increased the mesendoderm gene expression to a greater extent (Fig. 3E), if there is some maternal Ascl1 protein in eggs before fertilization. Our data thus argue for a maternal function for Ascl1 in the regulation of mesendoderm formation. During the later stages of development, Ascl1 morphants obtained through both methods of MO injection also demonstrated a delay of blastopore closure and neural tube closure, and a shortening of body axis (Fig. 3F).

### Ascl1 is required for neuralization of the prospective ectoderm

Our findings thus far predict that Ascl1 morphant animal explants should respond more strongly to ectopic VegT. To test this prediction, we compared the ability of VegT to induce mesendoderm genes in control and Ascl1 morphant explants, and confirmed the prediction (Fig. 4A). Because Ascl1 is essential for neurogenesis and its depletion in the prospective neural plate markedly inhibited activation of the β-tubulin *tubb2b* (Fig. S4A,B), we asked whether maternal Ascl1 was required for neural fate competence. To answer this, we examined expression of *tubb2b* in animal explants treated with the neural inducer Fgf8a (Fletcher et al., 2006). The activation of *tubb2b* by Fgf8a was clearly detectable using WISH (Fig. 4B) and qPCR (Fig. 4C) in control morphant explants. By contrast, this was not the case in Ascl1 morphant explants (Fig. 4B,C).

**Fig. 4.**
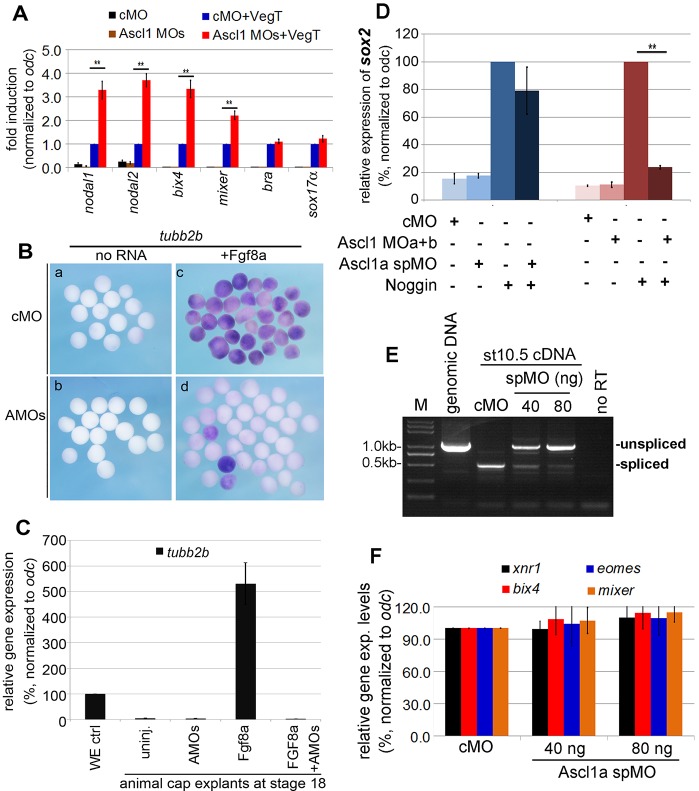
**Ascl1 is required for neurogenic potential in animal cells.** (A) qPCR comparison of mesendoderm gene expression (means±s.d.) in *vegt*-injected animal cap explants at sibling stage 10.5. Control and Ascl1 MOs (60 ng) were injected at one-cell stage. *vegt* mRNA (100 pg) was injected into animal pole at two-cell stage and animal caps were dissected at stage 8.5 and cultured to the sibling stage 10.5 for RT-qPCR analysis. **P<0.01. (B) Animal caps at the sibling stage 15 *in situ* hybridized with *tubb2b*. Control MO (cMO) and Ascl1 MOs (AMOs) (60 ng) were injected at one-cell stage, *fgf8a* mRNA (100 pg) was injected into animal pole at two-cell stage, and animal caps were dissected at stage 8.5 and cultured to the sibling stage 15 followed by *in situ* hybridization. (C) qPCR comparison of the expression of *tubb2b* (means±s.d.) in animal cap explants. The injection and dissection schemes were the same as described in B, except that the RT-qPCR analysis was performed at the sibling stage 18. (D) Animal cap explants injected with Ascl1 MOa+b or spMO isolated at stage 9 treated with or without Noggin protein (350 ng/ml) for 4 h, and then cultured to sibling stage 18 followed by qPCR detection of *sox2* expression (means±s.d.). **P<0.01. (E) RT-PCR verification of injection of Ascl1a spMO blocked *ascl1a* splice in stage 10.5 embryos. PCR using genomic DNA template also included as a control for the size of product amplified from unspliced mRNA/cDNA templates. (F) qPCR examination of gene expression in Ascl1a spMO at stage 10.5 (means±s.d.).

Proneural factors in the bHLH family are potent inducers of neuron formation in non-neural cells, but normal primary neurogenesis in *Xenopus* is accompanied with the neuralization of naive ectoderm by signals from the organizer. We therefore tested whether depletion of maternal Ascl1 affects the ability of Noggin protein to neuralize animal explants using the activation of *sox2* as an indicator. We found that depletion of Ascl1 significantly diminished the ability of Noggin to induce *sox2* expression in the animal explants at the equivalent stage 18 (Fig. 4D, mauve toned histograms).

To additionally address whether the function of Ascl1 in the regulation of neural fate competence is attributable to its maternal expression, we designed a splice-blocking MO (spMO) for Ascl1a according to the current *Xenopus laevis* genome annotation (Fig. S5A). The effectiveness of Ascl1a spMO was verified through a series of PCR analyses to block the splice of the single and only intron in the 3′UTR of *ascl1a* (Fig. 4E and Fig. S5B,C). Injection of the Ascl1a spMO at the one-cell stage did not cause a gastrulation delay, but did cause a delay in neurulation (Fig. S5D). qPCR examination at stage 18 indicated that expression of *tubb2b* was significantly reduced by Ascl1a spMO injection (Fig. S5E), confirming the relevance of Ascl1 for neurogenesis. Interestingly, however, the Ascl1a spMO did not exhibit a significant effect on the ability of Noggin protein to induce *sox2* expression (Fig. 4D, blue-toned bars), suggesting that any zygotic expression of *ascl1a* in the animal explants is dispensable for the neuralization activity of Noggin.

To assess whether depletion of the zygotic Ascl1 has an effect on mesendoderm formation, we examined mesendoderm gene expression in Ascl1a spMO-injected embryos. Curiously, we found that this was not the case (Fig. 4F). It is unknown at present whether the Ascl1a spMO cross-reacts with *ascl1b*; thus, it remains possible that the zygotic Ascl1b might have a role in mesendoderm formation. We therefore conclude that maternal Ascl1 is a crucial regulator of both mesendoderm and neural competence in naive ectoderm.

### An N-terminal domain is necessary and sufficient for ASCL1 to repress mesendoderm formation

The bHLH and C-terminal domains of ASCL1 are involved in the transactivating capacity of Ascl1 (Henke et al., 2009; Johnson et al., 1992; Sugimori et al., 2008). To determine which part of the protein is essential for the repressor activity of ASCL1, we generated three ASCL1 deletion mutants: ASCL1-ΔN (lacking the N-terminal sequence upstream of the basic motif), ASCL1-ΔC (lacking the CT) and ASCL1-NT (lacking both the bHLH and CT domains) (Fig. 5A). Each and every of these mutants were then examined through the ectopic expression and by the criteria of their abilities to affect blastopore formation and/or gene expression. Results from these assays indicate that ASCL1-NT is both necessary and sufficient for ASCL1 to inhibit blastopore formation (Fig. 5B) and expression of *bra* (Fig. 5C). Instead, the C-terminal part is dispensable in both respects (Fig. 5B,C).

**Fig. 5.**
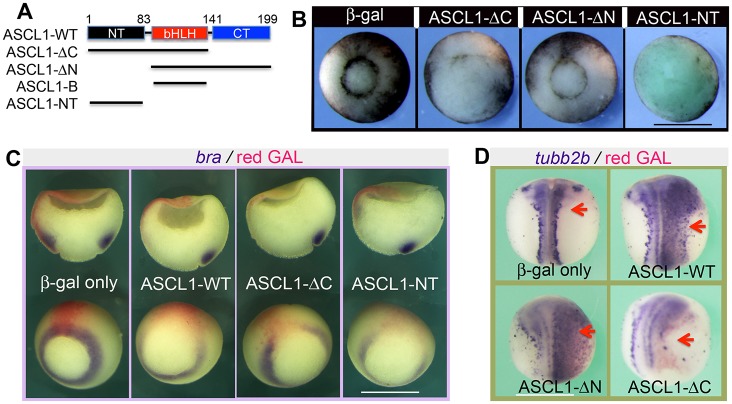
**ASCL1-NT is necessary and sufficient for inhibiting mesendoderm induction.** (A) Schematic depiction of serial-deletion mutants of ASCL1. (B) Vegetal view of representative embryos at stage 12. The indicated mRNAs were each individually injected into the vegetal pole at the two-cell stage. (C) Representative embryos (bottom row) and bisections (top row) at stage 11 stained with Red-Gal and *in situ* hybridized for *bra*. (D) Representative embryos at stage 16 stained with Red-Gal and *in situ* hybridized for *tubb2b*. Arrows indicate the injected sides. Scale bars: 1 mm.

In addition, we found that ASCL1-ΔN was able to induce ectopic *tubb2b* expression in non-neural ectoderm (Fig. 5D), whereas ASCL1-ΔC appeared to be a loss-of-function mutant in this regard (Fig. 5D). Overexpression of ASCL1-NT in the animal pole did not discernibly affect *tubb2b* expression (data not shown).

These structure-function analyses indicate that the N-terminal domain is crucial for ASCL1 to repress VegT but dispensable for its proneural activity under the current conditions. Few studies in the literature have examined the N-terminal domain of ASCL1. The present findings prompted us to further analyse how this domain might permit ASCL1 to function as a repressor.

### HDAC1 is associated with ASCL1 in regulating mesendoderm formation

In order to better understand how ASCL1 acts as a repressor, we overexpressed Myc-tagged ASCL1-ΔC in the early embryos and performed an anti-Myc ChIP analysis, where the ChIP lysate was subjected to a mass spectrometric identification of proteins associated with MT-ASCL1-ΔC. This led us to focus on HDAC1 because it was among the most enriched in the MT-ASCL1-ΔC chromatin fragments pulled down by the anti-MT antibody (data not shown). We then performed a series of experiments to verify the functional relevance of HDAC1 in ASCL1 repression of mesendoderm formation.

First, we utilized trichostatin (TSA) and other small molecular inhibitors of HDACs to test whether HDAC activity is required for Ascl1 repression of mesendoderm genes. We found that TSA cancelled out the effects of ectopic ASCL1 in repressing mesendoderm gene expression (Fig. 6A). The dose of TSA was carefully titrated such that its application did not cause abnormal gene expression (Fig. S6A,B) or affect the expression of ectopic ASCL1 protein (Fig. 6B). We also tested MS-275 (Entinostat) and valproic acid (VPA) (Fig. S6C-E), and reached the same conclusion that HDAC activity is required for ASCL1 to repress mesendoderm gene expression.

**Fig. 6.**
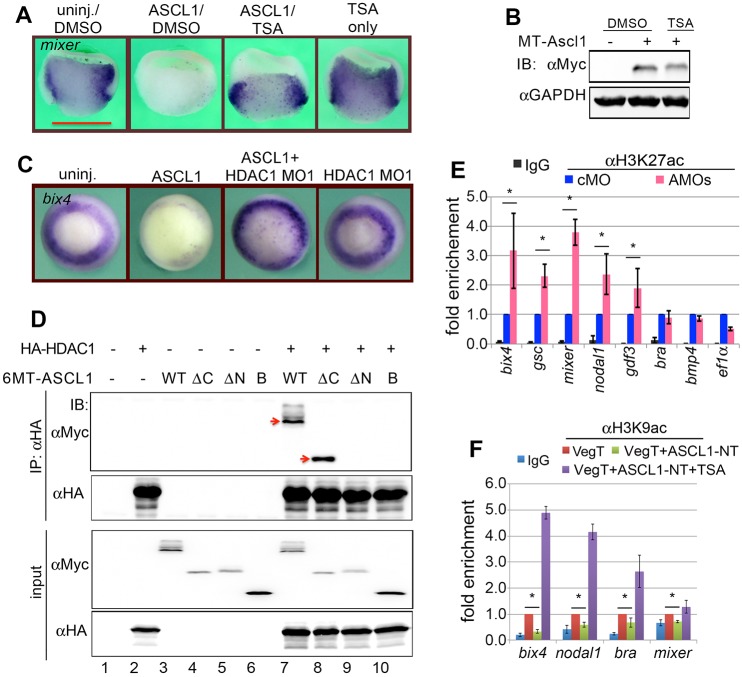
**HDAC1 is associated with ASCL1 in regulating mesendoderm formation.** (A) Bisection view of embryos showing that the expression of *mixer* was inhibited by ASCL1 overexpression and rescued by the application of TSA (100 nM). (B) Anti-MT western blot showing the expression of MT-ASCL1 in the absence and presence of TSA treatment (100 nM). (C) HDAC1 MO1 rescues *bix4* expression in ASCL1-overexpressing embryos at stage 10.5. (D) Results from co-immunoprecipitation (CoIP) using anti-HA antibody followed by western blot analysis using anti-MT antibodies. Red arrows indicate that ASCL1-WT (lane 7) and ASCL1-DC (lane 8) were brought down by anti-HA antibody. (E) ChIP-qPCR showing that the depletion of maternal Ascl1 increases H3K27ac at the promoter regions of VegT targets. Values are means±s.d. *P<0.05. (F) ChIP-qPCR showing that ASCL1-NT reduces H3K9ac marks at the promoter regions of VegT targets in an HDAC activity-dependent manner. Values are means±s.d. *P<0.05. TSA: 100 nM.

Second, we depleted HDAC1 using two non-overlapping translation-blocking MOs (Fig. S7A,B). qPCR analyses revealed that injection of either HDAC1 MO1 or MO2 significantly increased the expression of a subset of mesendoderm genes (Fig. S7C), suggesting a role for HDAC1 in controlling mesendoderm formation. Depletion of HDAC2 using a MO did not increase mesendoderm gene expression (Fig. S7A-C). Importantly, injection of HDAC1 MO1 partially restored *bix4* expression in ASCL1-overexpressing embryos (Fig. 6C), indicating that HDAC1 is a candidate co-repressor for ASCL1 in controlling mesendoderm formation.

Third, we performed coimmunoprecipitation experiments using 293T cell lysate overexpressing the relevant 6MT-ASCL1 or HA-HDAC1 constructs. Both 6MT-ASCL1-WT and 6MT-ASCL1-ΔC were readily detectable in the immunocomplexes brought down by anti-HA antibodies (Fig. 6D, red arrows), indicating that the CT is not necessary for this association. This finding was confirmed by tag-swap experiments followed by coimmunoprecipitation using anti-Myc antibodies (Fig. S6F). In striking contrast, deletion of the N-terminal domain (NT) as in ASCL1-ΔN and/or ASCL1-B completely abolished the association between ASCL1 and HDAC1 (Fig. 6D, lanes 9 and 10), revealing that the NT is required for ASCL1 to interact with HDAC1.

Lastly, we performed ChIP-qPCR to detect H3K27 acetylation (H3K27ac), a hallmark associated with the promoters of actively transcribed genes, at several VegT target genes after Ascl1 depletion by injecting a mix of MOa and MOb at the one-cell stage. We found that depletion of Ascl1 resulted in a ∼twofold increase of the H3K27ac levels at the promoter regions of *bix4*, *mixer*, *gsc*, *nodal1*, *gdf3* (Fig. 6E). Additional ChIP-qPCR analysis indicated that H3K9ac was also increased at the same set of mesendoderm genes by Ascl1 depletion (not shown), indicating that Ascl1 is able to modulate both H3K9ac and H3K27ac marks at mesendoderm genes that are controlled by VegT. By contrast, ectopic ASCL1 resulted in a marked reduction of H3K27ac and H3K9ac induced by microinjected VegT (not shown), corroborating the findings from the functional analyses that Ascl1 is a repressor of VegT. Importantly, ASCL1-NT, which lacks other known functional domains, was also observed to inhibit ectopic VegT-induced H3K9ac (Fig. 6F). Moreover, application of TSA cancelled the repressive activity of ASCL1-NT against VegT as revealed through ChIP-qPCR (Fig. 6F), confirming the sufficiency of the N-terminal sequence in repressing mesendoderm gene expression.

Taken together, we conclude that the repressor activity of Ascl1 against VegT is attributable to the N-terminal domain-mediated recruitment of HDAC activity. Our current loss-of-function analyses for HDAC1 indicate that HDAC1 is critically required for Ascl1 to antagonize VegT function in mesendoderm formation.

### ASCL1 is associated with VegT and mesendoderm genes

The association between ASCL1 and its cognate E-box motif is required for its activator function. Our results thus far strongly suggested that Ascl1 represses mesendoderm gene expression independent of this kind of association (Fig. S1C, Fig. 5B,C). To confirm this notion, we made use of a luciferase reporter gene driven by a minimal promoter of *Xnr1* (*nodal1*), which has been previously characterized by others (Casey et al., 1999; Tada et al., 1998). This *Xnr1* minimal promoter contains two functional T-box motifs (Casey et al., 1999; Tada et al., 1998), which are closely flanked by a putative E-box on each side, as revealed by MEME algorithm (Fig. 7A). We observed that the ectopic VegT*-*induced *Xnr1*-Luc reporter activities were significantly inhibited by coinjection of ASCL1, regardless of whether the E-boxes were intact or mutated (Fig. 7A), suggesting that these E-boxes are not required for ASCL1 to repress mesendoderm gene expression. We then examined whether ASCL1 is associated with a mesendoderm gene possibly through VegT. To this goal, we overexpressed MT-ASCL1 and performed ChIP-qPCR to recover a promoter fragment of *bix4* (Fig. 7B), in which two functional T-boxes have been identified within 100 bp upstream of the transcriptional start site (Casey et al., 1999; Tada et al., 1998). We verified through anti-MT ChIP followed by qPCR that the overexpressed MT-VegT was associated with these functional T-boxes in the *bix4* promoter (Fig. 7B′). More importantly, anti-MT ChIP using lysate overexpressing 6MT-ASCL1 but not MT-VegT also recovered the same promoter fragment of *bix4* (Fig. 7B″). Note that the nearest degenerate E-boxes are located 300 bp upstream of the two functional T-boxes in the *bix4* promoter, which allowed us to design qPCR primers that would not amplify the E-box-containing sequences. The results suggested that ASCL1 is associated with VegT targets.

**Fig. 7.**
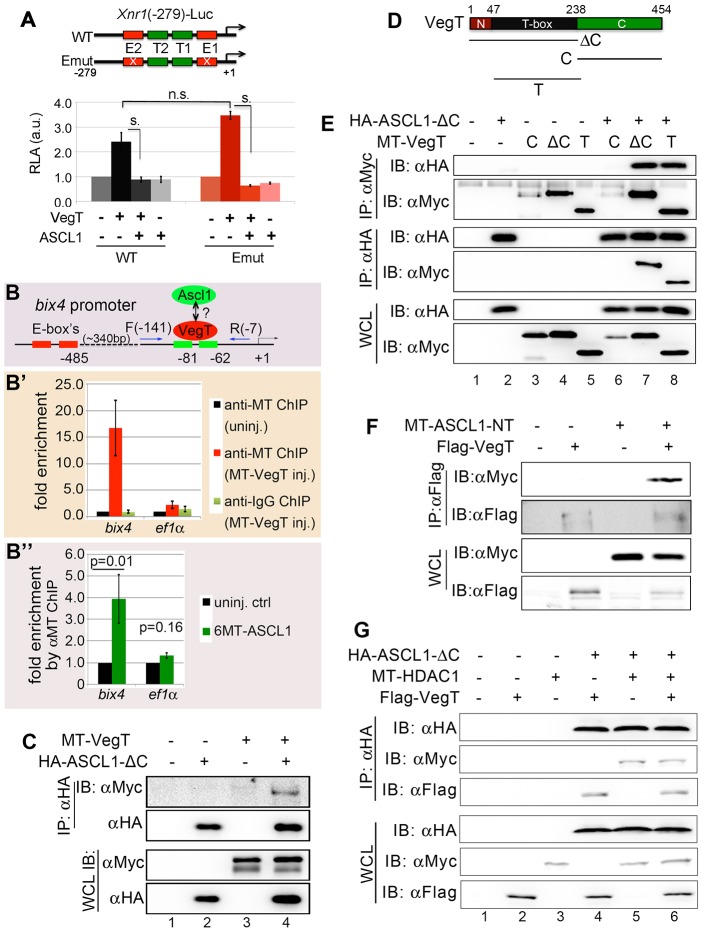
**Ascl1 is associated with VegT and mesendoderm genes.** (A) Luciferase reporter assay shows that mutating the E-boxes in the proximal regulatory region of *Xnr1* does not affect Ascl1 repression of the promoter activity induced by VegT. T1 and T2: functional T-boxes in the minimal *Xnr1* promoter. E1 and E2: two putative E-boxes found in the *Xnr1* minimal promoter by MEME algorithm. Crossed red rectangles indicate mutated E-boxes. s., significantly different (*P*<0.01). (B) Schematic of a minimal *bix4* promoter with functionally characterized T-boxes and putative E-boxes highlighted. Green rectangles: T-boxes; red rectangles: putative E-boxes. 340 bp indicates the distance from the 3′ end of the E-boxes upstream of the 5′ end of the T-boxes. F, forward primer; R, reverse primer. (B′) ChIP-PCR results showing anti-MT-VegT ChIP recovers a *bix4* promoter fragment from the T-box-containing region. (B″) ChIP-PCR results showing anti-MT-ASCL1 ChIP recovers a *bix4* promoter fragment from the T-box-containing region. Values are means±s.d. (C) Western blots of anti-HA immunocomplexes detected by anti-Myc-tag or anti-HA antibodies indicating the association between ASCL1-ΔC and VegT. (D) A schematic depiction of MT-VegT serial deletions used in the CoIP/western blotting experiments shown in E,F. (E) HA-ASCL1-ΔC interacts with the T-box domain of VegT. (F) MT-ASCL1-NT interacts with Flag-VegT. (G) Results from CoIP followed by western blot analyses showing HDAC1 and VegT non-mutual exclusively associated with ASCL1.

To demonstrate the interaction between ASCL1 and VegT, we performed CoIP experiments and found that MT-VegT and HA-ASCL1-ΔC were detected in the same immunocomplexes (Fig. 7C, lane 4). To determine which domain of VegT is involved in this interaction, we used serial deletion mutants for VegT as schematically depicted in Fig. 7D. Coimmunoprecipitation revealed that ASCL1-ΔC interacted with VegT-ΔC and VegT-T mutants (Fig. 7E, lanes 6 and 8). More strikingly, the N-terminal domain alone was also able to interact with VegT (Fig. 7F, far right lane). Lastly, we found that addition of HDAC1 did not prevent ASCL1 from associating with VegT, and VegT did not prevent ASCL1 from associating with HDAC1 in the transfected 293T cell lysate (Fig. 7G), suggesting that the binding of HDAC1 and VegT with ASCL1 might not be mutually exclusive.

Taken together, we conclude that ASCL1 represses VegT at the regulatory regions of mesendoderm genes depending on the HDAC activity represented by HDAC1.

## DISCUSSION

The function of Ascl1 and Ascl3 in *Xenopus* has been extensively studied through ectopic expression analysis of its proneural function (Ali et al., 2014; Ferreiro et al., 1994; Perron et al., 1999; Turner and Weintraub, 1994; Zimmerman et al., 1993), whereas few loss-of-function studies have been devoted to Ascl1 during peripheral nervous system development, particularly in the specification of anteroventral noradrenergic neurons (Parlier et al., 2008; Wylie et al., 2015). In this study, we found evidence, through both gain- and loss-of-function approaches, that Ascl1 regulates early development, well before neurogenesis, by repressing mesendoderm induction by VegT in *Xenopus*.

ASCL1 has been shown to primarily function as a transcriptional activator during the conversion of non-neural somatic cells into neurons (Raposo et al., 2015; Wapinski et al., 2013). It has also been shown that ASCL1 positively regulates a large number of genes during spinal neurogenesis in mouse embryos (Borromeo et al., 2014). The transactivating activity of ASCL1 requires basic domain-mediated DNA binding, and both the HLH domain and the C-terminal sequence downstream of the bHLH positively regulate ASCL1 transactivating activities (Johnson et al., 1992). The function of the N-terminal sequence of ASCL1 is less well understood. In this study, we provide evidence that ASCL1 represses mesendoderm induction solely depending on the ability of its N-terminal sequence to interact with HDAC1 and VegT probably in a non-mutually exclusive fashion. These findings ascribe a novel function for the N-terminal domain of ASCL1 in regulating mesendoderm formation in *Xenopus*. HDAC activity is essential for ASCL1 repressor function during mesendoderm induction. Intriguingly, although both HDAC1 and HDAC2 are abundantly expressed in *Xenopus* eggs, our current analyses indicate that HDAC1, but not HDAC2, is crucially required for ASCL1 to antagonize VegT function. We therefore hypothesize that Ascl1 recruits HDAC1 to the proximity of VegT-controlled mesendoderm genes. HDAC1, in turn, creates a chromatin environment in which it is unfavourable for VegT to act.

We found that Ascl1 inhibits mesendoderm induction by VegT but not by Nodal/Activin. Oct3/4 homologs in *Xenopus* have been previously shown to inhibit mesendoderm formation (Cao et al., 2007, 2006, 2008). As stem factors in *Xenopus*, POU-V proteins (Oct60 and Oct25, in particular) also inhibit the activity of signalling through Nodal/Activin and Wnt, in addition to VegT (Cao et al., 2007, 2006, 2008). Furthermore, we found that Ascl1 is required for responsiveness to Fgf8a in neural induction, resembling another additional Oct3/4 homolog in *Xenopus*, i.e. Oct91. Oct91 is important for the timing of competence transition from mesoderm to neural cell fates (Snir et al., 2006). 

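The POU-V gene pou5f3.3, which encodes the maternal factor Oct60, was higher in Ascl1 morphants. The homeolog pou5f3.3.S was at 26.0 ± 9.51 CPM (SD, n = 3) in the control morphants and 156 ± 47.6 CPM (SD, n = 3) in the Ascl1 morphants, a log2 fold change of 2.59 (standard error 0.33, adjusted p = 0.00499 from edgeR's quasi-likelihood test). Its adjusted p stayed between 0.00911 and 0.0286 when any one of the 6 libraries was left out. The homeolog pou5f3.3.L was at 43.3 ± 15.0 CPM and 92.3 ± 38.0 CPM (log2 fold change 1.09, standard error 0.35), and did not pass the test (adjusted p = 0.0826 from edgeR). It passed without Ascl1 morphant library 3 (adjusted p = 0.0482), by DESeq2 (0.0194), by edgeR's exact test (0.028) and by its likelihood ratio test (0.0266), and so did both homeologs summed (0.0129). The groups did not overlap for either homeolog, but they did not overlap for 33.2% of all genes tested either, where chance gives 10%. Reads could be split between the homeologs. As a list of these 2 rows, the POU-V factors were higher than other genes by camera (adjusted p = 0.00107, and 0.203 with an estimated correlation). Both rows are homeologs of the same gene, and their estimated correlation was 0.905 where the preset one was 0.01. The list test therefore does not speak for POU-V factors as a class. When adjusted over the list alone, both rows were higher. The other POU-V genes, pou5f3.1 (Oct91) and pou5f3.2 (Oct25), were not analysed here.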

Our RNA-seq and additional qPCR analyses did not find a significant alteration of POU-V gene expression upon depletion of Ascl1. Perhaps, Ascl1 functions in parallel to or together with POU-V in determining the FGF competence in the prospective ectoderm during neural fate commitment. The maternal deposition of *ascl1*, and possibly Ascl1 in the animal pole may fine-tune the VegT mesendoderm responsiveness around the marginal zone on the one hand and prepattern neural fate in the animal hemisphere on the other. Recent studies in induced neuron formation *in vitro* have started to provide insights into how ASCL1 functions as a prepatterning factor (Raposo et al., 2015; Wapinski et al., 2013). We speculate that pre-neurula expression of ASCL1 at least plays a part in the timely activation of neuronal genes such as *tubb2b* during early neurula stages. Further study is needed to better understand how the pre-neurula expression of Ascl1 functions as a transactivator and promotes neurogenesis.

It remains unclear whether or how much Ascl1 protein is maternally stored. We have previously shown that maternal *mga* (*max-gene associated*) is stored in germinal vesicle and plays a role in the formation of the dorsal axis through Wnt signalling (Gu et al., 2012). Here, we show that maternal *ascl1* is also localized to GVs. Interestingly, it has been recently reported that a large set of spliced intronic RNAs are stored in GVs of *Xenopus tropicalis* oocytes and transmitted to the early developmental embryos (Gardner et al., 2012). Thus, entrapment of RNAs in GVs might represent a novel type of maternal gene localization mechanism. The invariant animal pole positioning of the GV provides a spatial control mechanism of the entrapped maternal RNAs through a delayed nuclear export (Gardner et al., 2012). Our current findings using an *ascl1a* UTR-containing reporter suggest that Ascl1 protein is produced during and after meiotic maturation. Injection of translation-blocking MOs either before or after fertilization, but not of a splice-blocking MO, against Ascl1 unveils a de-repression effect on VegT target expression, arguing for a maternal role for Ascl1 in the regulation of mesendoderm formation in *Xenopus*. Both *ascl1* mRNA and Ascl1 reporter protein are detectable in the marginal zone of blastulae, where VegT transiently activates Nodal-related growth factors and Mix-like proteins during gastrulation. Ascl1 depletion results in increased and/or sustained expression of these patterning genes, thus perturbing the progression of gastrulation.

One additional aspect of our current observations that is not accounted for is a potential role for cell cycle regulators in Ascl1 morphants (Fig. 2G, Fig. S2F). During neurogenesis, the function of Ascl1 is crucial for both the proliferation of neural progenitors and the post-mitotic differentiation of neurons (reviewed in Castro and Guillemot, 2011; Hardwick et al., 2014). It is conceivable that the function of Ascl1 in *Xenopus* is regulated in a cell-cycle progression-coordinated fashion during blastula to gastrula stages, when embryonic cells face a choice of dividing and/or differentiating. More studies are needed in future to unravel the function of the multifaceted cell fate regulator Ascl1.

## MATERIALS AND METHODS

### Embryos, explants and small-molecule inhibitors

*Xenopus* eggs and embryos were staged and handled according to standard protocols (Nieuwkoop and Faber, 1994; Sive et al., 2000). Synthetic mRNAs or MOs were microinjected into embryos cultured in 2% Ficoll 400 in 0.3× MMR (1× MMR: 100 mM NaCl, 2 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_) at desired stages, as specified in the text and the figure legends. Isolation of animal cap explants was carried out with embryos cultured in 1× MMR at stage 8.5 using a pair of watchmaker's forceps. All HDAC inhibitors (HDACIs) were dissolved in DMSO and used at doses as indicated in the legends for Fig. 6 and Fig. S5.

### mRNA synthesis and DIG-UTP probe labelling

Information regarding the cDNA constructs and enzymes used for linearization and *in vitro* transcription using a mMessage mMachine SP6 Kit and for DIG-UTP probe labelling using a Roche T7 polymerase kit can be found in Table S7.

### Whole-mount *in situ* hybridization

Whole-mount *in situ* hybridization (WISH) was performed as previously described (Ding et al., 2013; Zhang et al., 2014). When β-galactosidase was included as a lineage tracer, Red-Gal staining was performed before the *in situ* procedures.

### qPCR

qPCR was performed through procedures as described previously (Ding et al., 2013; Zhang et al., 2014). All qPCR results are presented as the relative expression level or fold induction compared with the control embryos/explants; the expression levels in the control embryos/explants were set at 100%. *odc* was used a loading control. Primer sequence information can be found in Table S6.

### ChIP analysis and RNA-seq

ChIP-qPCR was performed as described previously (Blythe et al., 2009). The sonication protocol was optimized to obtain approximately 400-500 bp genomic DNA fragment smears on agarose gels. Information regarding the ChIP primer sequences and RNA-seq data analysis can be found in Tables S3, S4 and the supplementary Materials and Methods. The RNA-seq data are available at GEO with accession number GSE76915.

### Coimmunoprecipitation and western blotting

Coimmunoprecipitation (CoIP) and western blotting were performed as described previously (Ding et al., 2013; Zhang et al., 2014). HDAC1 was cloned into the pCS107 vector using *Xenopus* cDNA. Information regarding the antibodies used in this study can be found in Table S5 and the supplementary Materials and Methods. All constructs are available upon request (see Table S7).

How the deposited data were processed for this re-analysis (not part of the article)

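Gene expression was measured by RNA-seq in whole embryos of X. laevis, in 3 samples of control morphants and 3 samples of Ascl1 morphants, with 2 embryos per sample, at stage 10.5 by the paper's text, 10.5-11 by the legend of Fig. 2G and 11 by the sample labels. The authors deposited a table per group that holds raw read counts per gene in 3 columns, not normalized. The submitters' processing notes name TopHat2, bedtools and edgeR with no role or order. The aligner's settings, the genome build, the annotation and the strand are not given in the sources used here. Both tables list the same 45099 genes in the same order, with no row that names no gene. The columns carry no replicate numbers, so each was used as a replicate of its group, and the libraries are numbered by their place in the table.

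From the deposited counts, genes were filtered with edgeR's default filter (24277 genes kept), libraries were scaled by TMM, and Ascl1 morphants were compared with control morphants by edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were derived from the log2 fold change and its F statistic. The paper's thresholds (P under 1e-10, and a log2 fold change of 1 with P under 1e-3) were applied to the unadjusted p of the same fit. The paper's text does not say whether its P was adjusted. The biological coefficient of variation was 0.383. For a gene with no count in a group, the fold is a bound against 3 counts over the group, and with 1 to 3 counts the ratio is given with an exact 95% interval. These bounds and intervals cover counting error only. No pair of libraries within a group was alike within sampling noise, since the chi-square per degree of freedom between 2 libraries was at least 40.0.

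Gene names were taken from the tables. Of 10501 symbols in them, 8294 were found as a symbol or synonym in the RefSeq table of X. laevis v10.1, which was used for names only. Members of 15 gene lists were matched by symbol or older name without regard to case, after removing a final homeolog suffix (.L or .S) or copy number, and each homeolog counted as a member. The removal of a copy number was added to this rule after the form of the names had been seen. The lists covered Nodal and TGF-β ligands, Mix-like and endoderm factors, organizer genes, mesoderm, ventral BMP targets, the neural plate, the Notch pathway, epidermis, POU-V factors, the cell cycle, the p53 and innate immune response, maternal transcripts, anteroposterior patterning, gastrulation movements, and histone deacetylases with co-repressors. Each list was tested with camera at a preset correlation of 0.01 and with an estimated correlation, with fry, and with a one-sided Fisher's exact test against the 13264 tested genes with a symbol, each adjusted over the 15 lists. Fisher's exact test takes the members as independent, which the homeologs of a gene are not. A database of gene ontology terms was not used here.

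The genes named in the text were those the paper names for this experiment or its qPCR, the 10 largest increases and 10 largest decreases among genes with a symbol, an adjusted p under 0.05, a mean of at least 1 CPM in the higher group and no overlap between the groups, and the 4 members of each list with the smallest p. Lower-ranked members that are named as part of a count were named after their values were seen. The alternatives were scaling by size factors (RLE), the library size alone, no filter on low counts, at least 10 counts in each library, DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, leaving out each library in turn, counts of homeologs summed by symbol, and an estimated correlation in camera. In simulated counts with 200 changed genes, drawn for this comparison over 23608 tested genes, the quasi-likelihood test called 65% of the 100 genes changed 4-fold and 1% of the 100 genes changed 2-fold, with 5 false calls among 71. In the real data 2715 of 24277 genes were called, and the adjustment then lets larger p-values pass. The shares called in the simulation therefore do not measure the power of the real comparison. Of 200 random sets of 30 genes, drawn from all tested genes of these simulated counts with the changed ones among them, 5% passed a p of 0.05 by camera. The simulated genes varied independently of each other, so this does not check the preset correlation for lists whose genes vary together.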

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

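The lists given here were fixed before their values were seen, but the tests that single them out were chosen after. The paper does not discuss ventral, Notch or epidermal genes in this experiment, and lower genes were more frequent in each of these lists than among all tested genes with a symbol (one-sided Fisher's exact test, adjusted over 15 lists). These tests count the homeologs of a gene as independent members, which they are not. The lower rows msx1.L and msx1.S, the latter named after its value was seen, are members of both the ventral and the epidermal list. Of 27 ventral BMP target genes, 8 were lower, 1 was higher and 18 did not pass an adjusted p of 0.05 from edgeR (9 lower and 2 higher when adjusted over the list alone), an enrichment with an adjusted p of 0.000407. The even-skipped gene evx1.L fell by 2.28 and the homeobox gene ventx3.2.S fell by 1.88 on the log2 scale (adjusted p = 0.00483 and 0.00948 from edgeR), and msx1.L was lower (adjusted p = 0.0155). The adjusted p of the list from camera was 0.000476, and 0.368 with an estimated correlation. The number of lower members was 5, 3 and 3 without control libraries 1, 2 and 3 and 3, 5 and 10 without Ascl1 morphant libraries 1, 2 and 3, and that of higher members 0, 0 and 0 and 1, 1 and 4. The call of msx1.L was lost without control library 3 or Ascl1 morphant library 1 (adjusted p = 0.0666 and 0.0568).

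Of 39 epidermal and non-neural ectoderm genes, 14 were lower, 3 were higher and 22 did not pass (15 lower and 6 higher when adjusted over the list alone), an enrichment with an adjusted p of 9.38e-08. The keratin gene krt5.7.S was at 382 ± 130.0 CPM (SD, n = 3) in the control morphants and 21.9 ± 9.17 CPM (SD, n = 3) in the Ascl1 morphants, and dlx3.S fell by 4.68 on the log2 scale (adjusted p = 0.00274 and 0.0027 from edgeR). The log2 fold change was -4.13 for krt5.7.S and -2.71 with its homeologs summed. The uroplakin gene upk3b.L was also lower (adjusted p = 0.00322). The 3 higher members were cldn6.1.L and both homeologs of foxi2, which entered the list as an alias of another gene, foxi1 (cldn6.1.L and foxi2.S are named after their values were seen). The adjusted p from camera was 0.000336, and 0.203 with an estimated correlation. The number of lower members was 9, 9 and 6 without control libraries 1, 2 and 3 and 8, 9 and 12 without Ascl1 morphant libraries 1, 2 and 3, and that of higher members 1, 0 and 0 and 1, 2 and 6.

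Of 27 Notch pathway genes, 5 were lower, 2 were higher and 20 did not pass (7 lower and 4 higher when adjusted over the list alone), an enrichment of lower genes with an adjusted p of 0.04. The lower rows were both homeologs of hes5.1, and hes5.2.L, hes6.1.L and dlc.S, which are named after their values were seen. The Notch target genes hes5.1.L and hes5.1.S fell by 6.39 and 4.77 on the log2 scale (adjusted p = 0.00552 and 0.0127 from edgeR), while the Notch target gene hey1.S and the ligand gene dll1.S rose by log2 fold changes of 2.03 and 1.55 (adjusted p = 0.0185 and 0.0118), hey1 by 1.28 with homeologs summed. The list as a whole did not pass camera (adjusted p = 0.405). By fry, which tests the members without comparing them with other genes, it was lower (adjusted p = 0.00842). The number of lower members was 3, 2 and 1 without control libraries 1, 2 and 3 and 3, 3 and 4 without Ascl1 morphant libraries 1, 2 and 3. The number of higher members was 1, 1 and 0 and 2, 1 and 2. The call of hes5.1.S was lost without control library 3 (adjusted p = 0.053), that of dll1.S without control library 2 or 3 (0.0565 and 0.0601) and that of hey1.S without control library 1 or 3 or Ascl1 morphant library 2 (0.066, 0.0659 and 0.0607).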

How the results depend on the processing

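No paired analysis was possible because the columns of the tables carry no replicate numbers. Of the 81 named genes past an adjusted p of 0.05, 79 kept their call and direction with RLE scaling, 81 with the library size alone, with DESeq2 and with edgeR's exact and likelihood ratio tests, 80 with no filter, and 62 of the 63 that remained testable with at least 10 counts in each library. With homeologs summed 74 kept it (not cd3e.S, cxcr4.L, cxcr4.S, gadd45a.L, irx3.S, lamb1.L and not.S), and with single libraries left out 50 to 75 did, fewest without control library 3. The counts of higher and lower genes rose to 2064 and 2497 with DESeq2, and ranged from 194 to 1309 and from 492 to 1553 with 1 library left out. The 1309 higher genes, more than the 1129 with all libraries, were found without Ascl1 morphant library 3. At a p under 1e-10 the counts, 0 and 0 by the quasi-likelihood test, were 84 and 285 by DESeq2, 45 and 180 by the exact test and 46 and 184 by the likelihood ratio test. At a log2 fold change of 1 and a p under 1e-3 they were 908 and 1480, 747 and 1385, and 760 and 1429 by these 3 tests, and 151 to 411 and 427 to 649 with 1 library left out. With an estimated correlation, the adjusted p from camera was 0.121 for the mesoderm, anteroposterior and cell cycle lists, 0.203 for the Nodal, epidermis and POU-V lists, 0.368 for ventral BMP targets, 0.393 for gastrulation movements, 0.423 for the neural plate and 0.582 for maternal transcripts, so that no list kept its call. With 1 library left out it ranged from 0.00146 to 0.0534 for gastrulation movements, from 0.00171 to 0.207 for the neural plate, from 0.0106 to 0.194 for maternal transcripts, from 0.0851 to 0.924 for the organizer list and from 0.291 to 0.73 for the p53 and immune list, with the direction turned for the organizer list without Ascl1 morphant library 3 and for the p53 and immune list without control library 3 or Ascl1 morphant library 1 or 3. With at least 10 counts in each library it was 0.0903 for the cell cycle, and the direction turned without a call for the Notch list (0.503) and the histone deacetylase list (0.957). Fry tests the members of a list without comparing them with other genes. Its adjusted p was 0.00313 for the anteroposterior and cell cycle lists and 0.00842 for the mesoderm and Notch lists. It was 0.0244 for the Nodal and epidermis lists, 0.0272 for the POU-V list and 0.0409 for gastrulation movements. The ventral, neural plate and maternal lists did not pass by fry (0.055, 0.0694 and 0.273), nor did the remaining lists (0.352 to 0.986). Summed over homeologs, the log2 fold change was 0.34 for cxcr4 (-1.41 for cxcr4.S), 1.38 for fgf3 and 0.16 for hdac2. The values of genes not past the test turned sign for mixer.L with the library size alone (0.073) and no filter (0.0066), and with 1 library left out, where mixer.L ranged from -0.28 to 0.22 and fgf3.L from -1.36 to 0.17, and hdac2.L from -0.17 to 0.65 and hdac2.S from -0.56 to 0.13. Without the rows of wnt11, a choice made after seeing the data, camera gave adjusted p = 8.7e-07 for the mesoderm list, 0.0132 for gastrulation movements and 0.00591 for maternal transcripts. The cause of these differences was not tested. Fewer samples are compared where a library was left out, yet the number of higher genes rose without Ascl1 morphant library 3. Depth limits genes with a few counts in a group, such as msgn1.S, rapsn.S and etv2.S.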

Differences from the paper's values

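The paper reports 1095 genes altered at P under 1e-10, 549 of them increased and 546 decreased. The quasi-likelihood test gave 0 genes in each direction at that threshold. None of the alternatives set before the data were examined came within 1.5 times of the paper's counts: DESeq2 gave 84 increased and 285 decreased genes (369 in all), the exact test 45 and 180 (225 in all), the likelihood ratio test 46 and 184 (230 in all), and the other settings 0. The paper's text does not name the test or say whether P was adjusted, and refers for the analysis to its supplementary Materials and Methods, which were not read here. It describes the increased and decreased genes as near equal in number, where 1129 genes were higher and 1586 lower at an adjusted p of 0.05, a threshold other than the paper's. The numbers were nearer to each other with the library size alone (1310 higher and 1392 lower) and among genes with a symbol (754 higher and 776 lower).

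The paper reports 952 genes increased at a log2 fold change of at least 1 and P under 1e-3, where the quasi-likelihood test gave 407. With DESeq2 (908), the exact test (747) and the likelihood ratio test (760) the count fell within 1.5 times of the paper's. It did not with RLE scaling (406), the library size alone (469), no filter on low counts (554), at least 10 counts in each library (411), homeologs summed (309) or any single library left out (151 to 411). Of these genes the paper counts 384 as annotated, where 284 with a symbol is within 1.5 times of it, as are the exact test (502) and the likelihood ratio test (507), but not DESeq2 (596), homeologs summed (181) or any single library left out (110 to 206) other than Ascl1 morphant library 3 (280).

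The paper states that its RNA-seq and further qPCR found no significant alteration of the POU-V genes, and its text gives no threshold for this. Here pou5f3.3.S had a log2 fold change of 2.59 (adjusted p = 0.00499 from edgeR), a call kept in every setting that was run, and 1.85 with both homeologs summed (adjusted p = 0.0129). No qPCR was analysed here. The homeolog pou5f3.3.L did not pass the test (adjusted p = 0.0826). Of the Fig. 2H genes analysed here, 9 of 13 had at least 1 row higher in Ascl1 morphants and 4 had none, namely mixer, gdf3, foxa4 and nodal3.2, which the paper shows as increased. By qPCR in independent knockdowns, the paper found mixer and gdf3 increased in marginal zone explants. Its ChIP-qPCR found more H3K27ac at the promoters of both. The log2 fold change of nodal3.2.L was 0.76 (adjusted p = 0.684 from edgeR) at 0.400 CPM in the control morphants. The call of foxa4.S was made with the library size alone (adjusted p = 0.0495), by DESeq2 (0.0252), by the exact test (0.0286) and by the likelihood ratio test (0.0275), that of gdf3.1 without Ascl1 morphant library 2 (0.0442), and no setting that was run called a row of mixer or nodal3.2.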

Other observations

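The tests on maternal transcripts without wnt11 and on the difference between gene lists within a library were chosen only after the values had been seen, and the list of late genes used below was written after the results of the 15 lists but before those of its own members. Of 46 maternal oocyte and germ plasm transcripts, 3 were higher (pou5f3.3.S, grip2.L and zar1.L), 4 were lower (wnt11.L, wnt11.S, sox7.S and zpy1.1) and 39 did not pass an adjusted p of 0.05 from edgeR (10 higher and 4 lower when adjusted over the list alone); zar1.L, sox7.S and zpy1.1 are named after their values were seen. Neither direction was enriched in this list (adjusted p = 0.782 for higher and 0.423 for lower members from one-sided Fisher's exact tests). The call of wnt11.S was lost without control library 3 (adjusted p = 0.053). The germ plasm gene grip2.L was at 45.7 ± 11.1 CPM (SD, n = 3) in the control morphants and 124 ± 29.3 CPM (SD, n = 3) in the Ascl1 morphants, and its call was lost without control library 2 or 3 (adjusted p = 0.0581 and 0.0591). The median log2 fold change of the list was 0.35 and its adjusted p from camera 0.0484 (0.582 with an estimated correlation, 0.194 without control library 3 and 0.189 without Ascl1 morphant library 2). The numbers of higher and lower members were 2 and 3, 1 and 2, and 1 and 1 without control libraries 1, 2 and 3, and 3 and 2, 2 and 2, and 8 and 4 without Ascl1 morphant libraries 1, 2 and 3. Of 39 neural plate and proneural genes, 4 were lower (zic4.L, tubb2b.L, irx3.S and neurog1.L), 0 were higher and 35 did not pass (also 4 lower and 0 higher when adjusted over the list alone). Lower genes were not enriched in this list (adjusted p = 0.32 from a one-sided Fisher's exact test). The proneural gene neurog1.L fell by 3.06 on the log2 scale (adjusted p = 0.0274 from edgeR), a call lost without each library but control library 1 (0.052 to 0.104), and that of irx3.S was lost without control library 1, 2 or 3 or Ascl1 morphant library 2 (0.0771 to 0.0873) and with homeologs summed (0.355). The neural plate gene sox2.1 was at 43.7 ± 18.5 CPM and 14.6 ± 9.94 CPM (adjusted p = 0.134 from edgeR), and was called lower by DESeq2 (adjusted p = 0.0242). The list's adjusted p from camera was 0.0145, and 0.423 with an estimated correlation and 0.207 without Ascl1 morphant library 3, where 2 members were higher. The number of lower members was 2 without control library 2 or 3 or Ascl1 morphant library 2.

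Of 52 genes for histone deacetylases and co-repressors, 3 were higher, 2 were lower and 47 did not pass (4 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.828), with camera and the median upward and fry downward. Neither direction was enriched in this list (adjusted p = 0.782 for higher and 0.979 for lower members from one-sided Fisher's exact tests). The co-repressor gene rcor1.L had a log2 fold change of 0.98 (adjusted p = 0.0128), lost without control library 1, 2 or 3 (0.0511, 0.0606 and 0.061), while mta1.1 fell by 1.88 (adjusted p = 0.0105 from edgeR). The number of higher members was 0 without any one control library, 1 without Ascl1 morphant library 1 or 2 and 5 without library 3, and that of lower members was 1 without each library but Ascl1 morphant library 3. The deacetylase gene hdac1.L was at 604 ± 44.5 CPM and 484 ± 109 CPM (adjusted p = 0.352). Of 31 genes of the p53 and innate immune response, which can follow MO injection, 2 were higher (cxcr4.L and gadd45a.L), 1 was lower (cxcr4.S) and 28 did not pass (2 higher and 2 lower when adjusted over the list alone). Here too neither direction was enriched (adjusted p = 0.782 for higher and 0.979 for lower members from one-sided Fisher's exact tests). The median and mean log2 fold change of this list lay below 0 and camera's direction was upward (adjusted p = 0.868). The call of gadd45a.L was lost whichever library was left out (adjusted p = 0.0677 to 0.188), with RLE scaling, with no filter, with at least 10 counts in each library and with homeologs summed (0.0535), that of cxcr4.L without control library 2 or 3 or Ascl1 morphant library 1 (0.107, 0.11 and 0.0693), and that of cxcr4.S without each library but Ascl1 morphant library 3 (0.0663 to 0.09), and cxcr4 with homeologs summed had an adjusted p of 0.408. Across 4200 pairs of .L and .S homeologs the log2 fold changes were correlated across genes (Pearson's r = 0.548, Spearman's rho = 0.492); genes are not independent replicates. Both homeologs passed the test in 191 pairs, in the same direction in 186, and only one passed in 693. The 5 pairs that went opposite ways, named after their values were seen, were prmt5, n4bp3, bcar3, cct4 and cxcr4. For t, the ratio of t.L to t.S was 0.432 to 0.438 in the control libraries and 0.0535 to 0.0925 in the Ascl1 morphant libraries, where 3 libraries against 3 are too few for an exact permutation test to pass a p of 0.05.

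In the pattern of lower paraxial mesoderm and posterior genes with higher Nodal ligand genes, the values argue against library composition or normalization as a scale shared by all genes of a library: the median of all 18 tested Nodal list members minus that of all 89 tested mesoderm and anteroposterior list members, called or not, cancels such a scale, and it was higher by 2.05 on the log2 scale in the Ascl1 morphants (pooled SD 0.355, n = 3 per group), from -1.21 to -0.72 in the control libraries and from 0.74 to 1.59 in the Ascl1 morphant libraries. An earlier developmental age of the Ascl1 morphants at collection is a candidate explanation that stays open. In 36 tested genes of other lineages that come on late (neural crest, placodes, neural tube and ciliated epidermis), 0 of them in another list, the median log2 fold change was -0.70 with 6 lower and 2 higher (camera p = 0.0166, p = 0.231 with an estimated correlation), but it was -0.37 without control library 3 (p = 0.069) and the p was 0.108 without Ascl1 morphant library 3. Part of this late list is neural. The paper reports that Ascl1 depletion inhibited tubb2b and reduced the induction of sox2 by Noggin. Lower neural genes therefore cannot tell an earlier age from a loss of neural competence at equal age. In the maternal list without wnt11 the median was 0.40 (camera p = 0.00276, p = 0.298 with an estimated correlation). The paper reports that all 3 Ascl1 MOs delayed gastrulation and neurulation, which runs toward an earlier age, but no significant difference in the cell number of labelled clones, from which it proposes equivalent stages, and a time course in which several mesendoderm genes rose in both groups up to the start of gastrulation and then stayed higher in Ascl1 morphants (Fig. S3B), from which it proposes a direct effect; an effect of Ascl1 depletion on these genes apart from age also stays open, as untested here.

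Of the 10 splits of the 6 libraries into 3 and 3, 1 gave 2715 genes past an adjusted p of 0.05, the real one, and the highest of the others gave 4. Each of the other splits mixes libraries of both groups, so any difference between the groups adds to the spread within them and lowers the count. The size of the gap is therefore no measure, and the splits are too few for a share under 0.05.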
